# UPR^mt^ scales mitochondrial network expansion with protein synthesis via mitochondrial import in *Caenorhabditis elegans*

**DOI:** 10.1038/s41467-020-20784-y

**Published:** 2021-01-20

**Authors:** Tomer Shpilka, YunGuang Du, Qiyuan Yang, Andrew Melber, Nandhitha Uma Naresh, Joshua Lavelle, Sookyung Kim, Pengpeng Liu, Hilla Weidberg, Rui Li, Jun Yu, Lihua Julie Zhu, Lara Strittmatter, Cole M. Haynes

**Keywords:** Mitochondria, Energy metabolism, Caenorhabditis elegans, Chaperones

## Abstract

As organisms develop, individual cells generate mitochondria to fulfill physiological requirements. However, it remains unknown how mitochondrial network expansion is scaled to cell growth. The mitochondrial unfolded protein response (UPR^mt^) is a signaling pathway mediated by the transcription factor ATFS-1 which harbors a mitochondrial targeting sequence (MTS). Here, using the model organism *Caenorhabditis elegans* we demonstrate that ATFS-1 mediates an adaptable mitochondrial network expansion program that is active throughout normal development. Mitochondrial network expansion requires the relatively inefficient MTS in ATFS-1, which allows the transcription factor to be responsive to parameters that impact protein import capacity of the mitochondrial network. Increasing the strength of the ATFS-1 MTS impairs UPR^mt^ activity by increasing accumulation within mitochondria. Manipulations of TORC1 activity increase or decrease ATFS-1 activity in a manner that correlates with protein synthesis. Lastly, expression of mitochondrial-targeted GFP is sufficient to expand the muscle cell mitochondrial network in an ATFS-1-dependent manner. We propose that mitochondrial network expansion during development is an emergent property of the synthesis of highly expressed mitochondrial proteins that exclude ATFS-1 from mitochondrial import, causing UPR^mt^ activation.

## Abstract (web summary)

The mitochondrial network expands to accommodate cell growth, but how scaling occurs is unclear. Here, the authors show in *C. elegans* that ATFS-1 mitochondrial import is reduced when mitochondrial proteins are highly expressed, activating the unfolded protein response and causing expansion.

## Introduction

Mitochondria are double-membrane bound organelles localized throughout the cytosol of eukaryotic cells; mitochondria are required for diverse essential activities including ATP production, nucleotide and amino acid synthesis, as well as serving as hubs for programmed cell death and innate immune signaling^1^. Mitochondria comprised ~1100 proteins^2^ that are encoded by genes within the nuclear genome as well as within the mitochondrial genome (mtDNA) (12 in *Caenorhabditis elegans*; 13 in mammals). Nuclear-encoded mitochondrial proteins are synthesized on cytosolic ribosomes and subsequently imported into mitochondria via a series of import channels and machineries^3^. Although much is known about mitochondrial biogenesis, it remains unclear how expansion of the mitochondrial network scales with cell growth in order to meet the physiological needs of each cell type.

The UPR^mt^ is a mitochondrial-to-nuclear signal transduction pathway regulated by the transcription factor ATFS-1, which is required for development and longevity during mitochondrial dysfunction^4–6^. As ATFS-1 harbors a mitochondrial targeting sequence (MTS) and a nuclear localization sequence (NLS), its transcription activity is regulated by subcellular localization. If ATFS-1 is imported into mitochondria, it is degraded by the protease LONP-1^5^ (Fig. 1a). We previously showed that if a percentage of ATFS-1 fails to be imported into mitochondria, it traffics to the nucleus to activate a transcriptional response that includes mitochondrial chaperones^7,8^. Perturbations to oxidative phosphorylation (OXPHOS) or mitochondrial proteostasis activate the UPR^mt^ as both processes are required for mitochondrial protein import^9^. In turn, ATFS-1 induces transcription to promote survival, and recovery from mitochondrial stress^10^.

**Fig. 1:**
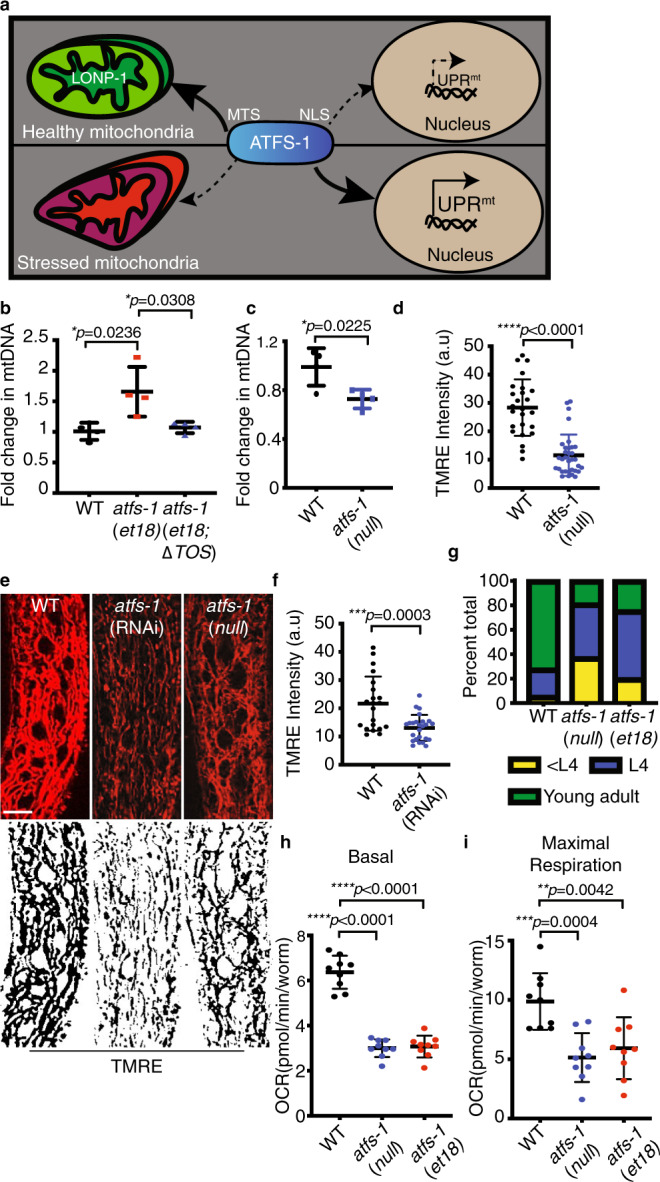
ATFS-1 regulates mitochondrial network expansion. **a** Schematic of ATFS-1 regulation. **b** Quantification of mtDNA in wild type, *atfs-1(et18)*, and *atfs-1(et18;ΔTOS)* as determined by qPCR. *N* = 4 biologically independent experiments. Error bars mean ± SD (two-tailed Student’s *t*-test). **c** Quantification of mtDNA in wild type and *atfs-1(null)*. *N* = 4 biologically independent experiments. Error bars mean ± SD (two-tailed Student’s *t*-test). **d** Quantification of TMRE intensity in the intestine of wild-type and *atfs-1(null)* worms. Experiments were repeated three biologically independent times with similar results. *N* = 21 worms (wild type), *N* = 33 worms *((atfs-1(null))*. Error bars mean ± SD (two-tailed Student’s *t*-test). a.u. arbitrary units. **e** TMRE staining of wild-type worms raised on control or *atfs-1*(RNAi) and *atfs-1(null)* worms. Skeleton-like binary backbone is presented (bottom). Experiments were repeated three biologically independent times with similar results. *N* = 21 worms. Scale bar 10 µm. **f** Quantification of TMRE intensity in the intestine of wild-type and *atfs-1*(RNAi) worms. Experiments were repeated three biologically independent times with similar results. *N* = 25 worms. Error bars mean ± SD (two-tailed Student’s *t*-test). a.u. Arbitrary units. **g** Developmental stages of 3-day-old wild-type, *atfs-1(et18)*, or *atfs-1(null)* worms. *N* = 546 worms(wild type), *N* = 597 worms (atfs-1(*et18*)) and 627 worms (*atfs-1(null)*). Experiments were repeated two biologically independent times with similar results. **h**, **i** Oxygen consumption rates (OCR) in wild type, *atfs-1(et18)*, and *atfs-1(null)*. Basal respiration (**h**), maximal respiration (**i**). *N* = 9 wells each containing ten worms. Error bars mean ± SD (two-tailed Student’s *t*-test). Experiment was performed three biologically independent times with similar results. Source data are provided as a Source Data file.

Here we show that ATFS-1 and the UPR^mt^ regulate an adaptable mitochondrial network expansion program that is active during *C. elegans* development. Worms lacking *atfs-*1 have reduced expression of numerous genes required for mitochondrial biogenesis, relatively small mitochondria and fewer mtDNAs. Conversely, constitutive UPR^mt^ activation results in increased mtDNA accumulation throughout development. We demonstrate that mitochondrial network expansion requires the weak MTS within ATFS-1, which allows the transcription factor to respond to reductions in mitochondrial protein import capacity. We find that impairment of S6 kinase results in impaired ATFS-1 activity due to mitochondrial accumulation of the transcription factor, while manipulations that increase TORC1-dependent protein synthesis activates the UPR^mt^, suggesting ATFS-1 responds to an increase in mitochondrial protein flux during development, to regulate mitochondrial network expansion. Consistent with this model, we demonstrate that over-expression of a single protein with a strong MTS is sufficient to expand the mitochondrial network in a manner dependent on ATFS-1.

## Results

### A role for ATFS-1 in mitochondrial network maintenance and expansion

We previously found that deleterious mtDNA heteroplasmy resulted in an *atfs-1*-dependent expansion of the mitochondrial network that was observed only when mitophagy was impaired^11^, suggesting a role for the UPR^mt^ in mediating mitochondrial biogenesis. To gain further insights into the relationship between ATFS-1 and mitochondrial biogenesis during mitochondrial stress, we examined mtDNA accumulation in *clk-1(qm30)* worms, which lack a component required for ubiquinone biogenesis and activates the UPR^mt^^12^. *clk-1(qm30)* worms harbored more mtDNAs than wild-type worms, suggesting UPR^mt^ activation leads to an increase in mtDNA quantity (Supplementary Fig. 1a).

*atfs-1(et18)* worms constitutively activate the UPR^mt^ due to an amino acid substitution in the MTS, which impairs import into mitochondria even in the absence of mitochondrial stress^13^. Impressively, *atfs-1(et18)* worms harbored more mtDNAs relative to wild-type worms in both the L3 (Supplementary Fig. 1b) and the L4 larval stages (Fig. 1b), suggesting that UPR^mt^ activation is sufficient to expand the mitochondrial network. Conversely, worms lacking the entire *atfs-1* open reading frame (*atfs-1(null)*)^14^ had reduced mtDNAs (Fig. 1c and Supplementary Fig. 1b). Moreover, tetramethylrhodamine, ethyl ester (TMRE) staining indicated that *atfs-1(null)* or *atfs-1* RNA interference (RNAi)-treated worms harbor fewer functional mitochondria relative to wild-type worms in intestinal cells (Fig. 1d–f). Combined these findings suggest the UPR^mt^ is actively involved in the maintenance and expansion of the mitochondrial network during development independent of exogenous mitochondrial stressors.

*atfs-1(null)* worms developed slowly and had reduced respiration relative to wild-type worms (Fig. 1g–i). *atfs-1(et18)* worms also developed slowly as previously documented^13^ (Fig. 1g). Surprisingly, despite the increased mtDNA quantity, *atfs-1(et18)* also respired less than wild-type worms (Fig. 1h, i). The reduction in respiratory capacity in the *atfs-1(et18)* strain was consistent with reduced TMRE staining in intestinal cells (Supplementary Fig. 1c, d). Thus, in the absence of the UPR^mt^, mtDNAs and functional mitochondrial are reduced, while continuous UPR^mt^ activation results in a partial expansion of the mitochondrial network that yields dysfunctional mitochondria.

### ATFS-1 mediates a mitochondrial expansion program during development

To elucidate the role of ATFS-1 in mitochondrial expansion and homeostasis, we compared transcriptional profiles of wild-type, *atfs-1(null)*, and *atfs-1(et18*) worms during development in the absence of mitochondrial stress. 

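RNA was sequenced from L4 worms in 2 experiments, each with 3 libraries of a mutant strain and 3 libraries of the wild-type strain N2 grown beside it. *atfs-1(null)* worms lack the *atfs-1* open reading frame and were compared with the wild type of experiment 1, while *atfs-1(et18)* worms carry a substitution in the mitochondrial targeting sequence and were compared with the wild type of experiment 2. The authors deposited the number of reads they counted on each of 46739 genes, without normalization. Total counts per library ranged from 28832034 to 35444364 (median 32418049) for wild type and from 30208415 to 32249139 (median 31435291) for *atfs-1(null)* in experiment 1. In experiment 2 they ranged from 27600331 to 37050803 (median 29559353) for wild type and from 24090660 to 26381301 (median 24101038) for *atfs-1(et18)*. Counts were normalized with edgeR's TMM method, genes with low counts were left out with its default filter, and each mutant was tested against its own wild type with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The *atfs-1* gene (WBGene00013878) lies on chromosome V of WBcel235 from 14193685 to 14197698. It had 1558, 1104 and 1425 counts in the wild-type libraries of experiment 1 and 27, 22 and 19 counts in the *atfs-1(null)* libraries, or 45.9 ± 4.09 and 0.666 ± 0.124 CPM, the counts scaled by library size and TMM factor (SD, n = 3 libraries each). Its log2 fold change was -6.10 (standard error 0.18, adjusted p = 5.9e-05 from edgeR). In experiment 2 it had 2734, 1680 and 1881 counts in wild type and 2029, 2370 and 2377 counts in *atfs-1(et18)*, or 66.5 ± 8.02 and 90.5 ± 5.55 CPM (SD, n = 3). That log2 fold change was 0.44 (standard error 0.11, adjusted p = 0.0385 from edgeR). With the replicate number as a block, the log2 fold change of *atfs-1* in *atfs-1(et18)* was 0.45 (adjusted p = 0.0503 from edgeR).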

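Of 15620 genes tested in *atfs-1(null)*, 10664 had an adjusted p under 0.05, with 5134 higher and 5530 lower. Of 15639 genes tested in *atfs-1(et18)*, 2648 passed, with 1473 higher and 1175 lower. Same-numbered libraries deviated together from their group means, except for replicate 1 of experiment 1 (correlation across genes -0.05). The mean correlation was 0.231 in experiment 1 and 0.372 in experiment 2. With the replicate block, 11003 genes passed in *atfs-1(null)* and 3202 in *atfs-1(et18)*. The alternative that moved the balance of calls in *atfs-1(null)* most was scaling by library size alone, with 6244 genes higher and 4190 lower, and a shift of 0.25 in the median log2 fold change of all genes. The libraries of the mutant and wild type did not overlap for 11586 genes (74.2%) in *atfs-1(null)* and 6640 genes (42.5%) in *atfs-1(et18)*, where chance gives 10%. In *atfs-1(null)* libraries, 27 of 28 major sperm protein genes and 6 of 6 vitellogenin genes were also higher than in wild type.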

As expected, *atfs-1(et18)* worms induced mitochondrial genes including the proteostasis components associated with the UPR^mt^ (Fig. 2a–d, Supplementary Fig. 2a–d, and Supplementary Data file 1). Furthermore, over 50 genes required for mitochondrial ribosome function were upregulated, as were genes required for mtDNA replication, and cardiolipin biosynthesis pathway genes that are essential for mitochondrial inner membrane synthesis. 

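Of the 128 mitochondrial genes in Supplementary Data 1, 94 were higher in *atfs-1(et18)* than in wild type at an adjusted p under 0.05 over all genes tested. None was lower. All 128 passed at an unadjusted p under 0.05 and when the p-values were adjusted over the list alone, although the list holds the paper's own calls on these libraries. With the replicate number as a block, 89 passed. The median log2 fold change of the list was 0.53. When single libraries were left out in turn, between 37 and 125 of the genes passed. The mitochondrial chaperone gene *hsp-6* (WBGene00002010, chromosome V from 4824138 to 4826760) rose from 580 ± 39.3 to 1515 ± 105 CPM (SD, n = 3). Its log2 fold change was 1.39 (standard error 0.09, adjusted p = 0.000566 from edgeR's quasi-likelihood test). Among the genes of mitochondrial chaperones, proteases and quality control, 8 of 11 passed. The largest change of that section was in *C34C12.8* (WBGene00007927, chromosome III from 3460406 to 3461595), with a log2 fold change of 1.39 (standard error 0.11, adjusted p = 0.000915 from edgeR). For both genes every *atfs-1(et18)* library was above every wild-type library.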

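Of the 52 genes listed under mitochondrial protein synthesis, 33 were higher in *atfs-1(et18)* at an adjusted p under 0.05 over all genes and 52 when adjusted over the list, and 29 passed with the replicate block. Their median log2 fold change was 0.43. *tsfm-1* (WBGene00010094, chromosome V from 12270271 to 12271549) had 74.1 ± 6.05 CPM in wild type and 245 ± 34.2 in *atfs-1(et18)* (SD, n = 3), a log2 fold change of 1.72 (standard error 0.12, adjusted p = 0.000847 from edgeR's quasi-likelihood test). *gfm-1* (WBGene00009246, chromosome II from 13117483 to 13122085) rose from 182 ± 9.79 to 396 ± 40.3 CPM (SD, n = 3), a log2 fold change of 1.12 (standard error 0.10, adjusted p = 0.00135 from edgeR). To include genes chosen independently of these calls, all 69 tested genes named *mrpl-* or *mrps-* were taken as a set. Each of the 69 had a log2 fold change above 0, and 19 passed the adjusted threshold. Their median was 0.27, with and without the replicate block, and the set passed limma's camera test on the edgeR fit at 0.05 both ways. That test assumed an inter-gene correlation of 0.01. When the same libraries were split into other groups of 3 against 3, the highest absolute median was 0.24. A shift between libraries could therefore give a median nearly as large. Of the 11 genes listed under mtDNA replication and cardiolipin, 7 were higher, 3 of cardiolipin biosynthesis and 4 of mtDNA replication, and with the replicate block it was 2 and 5. The DNA polymerase gene *polg-1* (WBGene00013258, chromosome II from 12189877 to 12199959) had a log2 fold change of 0.97 (standard error 0.09, adjusted p = 0.00159 from edgeR). In the cardiolipin section, *Y69A2AL.2* (WBGene00044468, chromosome IV from 2482257 to 2484112) changed by 1.29 (standard error 0.17, adjusted p = 0.00559 from edgeR) and *acl-3* (WBGene00006491, chromosome IV from 11650718 to 11652033) by 0.51 (standard error 0.10, adjusted p = 0.0188). *Y71F9B.2* (WBGene00022126, chromosome I from 2731560 to 2735374) changed by 0.38 (standard error 0.09, adjusted p = 0.0360 from edgeR). It did not pass in 5 of 11 alternatives, the replicate number as a block among them. Of the 6 fits with a library left out, *Y71F9B.2* did not pass in 5 and *acl-3* in 4, while *Y69A2AL.2* passed in all. A log2 fold change of 0.26 for *crls-1* (WBGene00017763, chromosome III from 908326 to 909902) did not pass (standard error 0.08, adjusted p = 0.0588 from edgeR), although its 3 *atfs-1(et18)* libraries were all above the wild-type libraries.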

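For mitochondrial protein import, 12 of the 14 listed genes were higher in *atfs-1(et18)* than in wild type, and 12 with the replicate number as a block. Adjusted over the list, all 14 passed, and their log2 fold changes lay between 0.33 and 1.15. The largest was that of *tin-44* (WBGene00020383, chromosome I from 6177983 to 6180840), which rose from 74.9 ± 2.00 to 167 ± 18.3 CPM (SD, n = 3). *timm-17B.1* (WBGene00017119, chromosome IV from 4744350 to 4745492) had 166 ± 8.89 CPM in wild type and 316 ± 31.9 in *atfs-1(et18)* (SD, n = 3), a log2 fold change of 0.93 (standard error 0.10, adjusted p = 0.00264 from edgeR's quasi-likelihood test). For *timm-23* (WBGene00008857, chromosome I from 11578641 to 11579612) the values were 152 ± 5.05 and 286 ± 27.9 (SD, n = 3), a log2 fold change of 0.91 (standard error 0.09, adjusted p = 0.00228 from edgeR). Of 21 genes of OXPHOS complex assembly, 18 were higher, 17 with the replicate block and 21 when adjusted over the list. *coq-1* (WBGene00000761, chromosome I from 5412842 to 5415629) changed most, from 57.2 ± 1.12 to 150 ± 7.48 CPM (SD, n = 3), a log2 fold change of 1.39 (standard error 0.07, adjusted p = 0.000292 from edgeR). The assembly factor gene *nuaf-3* (WBGene00011123, chromosome IV from 11184243 to 11186010) had a log2 fold change of 0.42 (standard error 0.13) and did not pass (adjusted p = 0.0772 from edgeR). Its exons share 36 bases with *prx-14*.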

Lastly, genes required for both mitochondrial protein import and OXPHOS complex assembly were also upregulated.

**Fig. 2:**
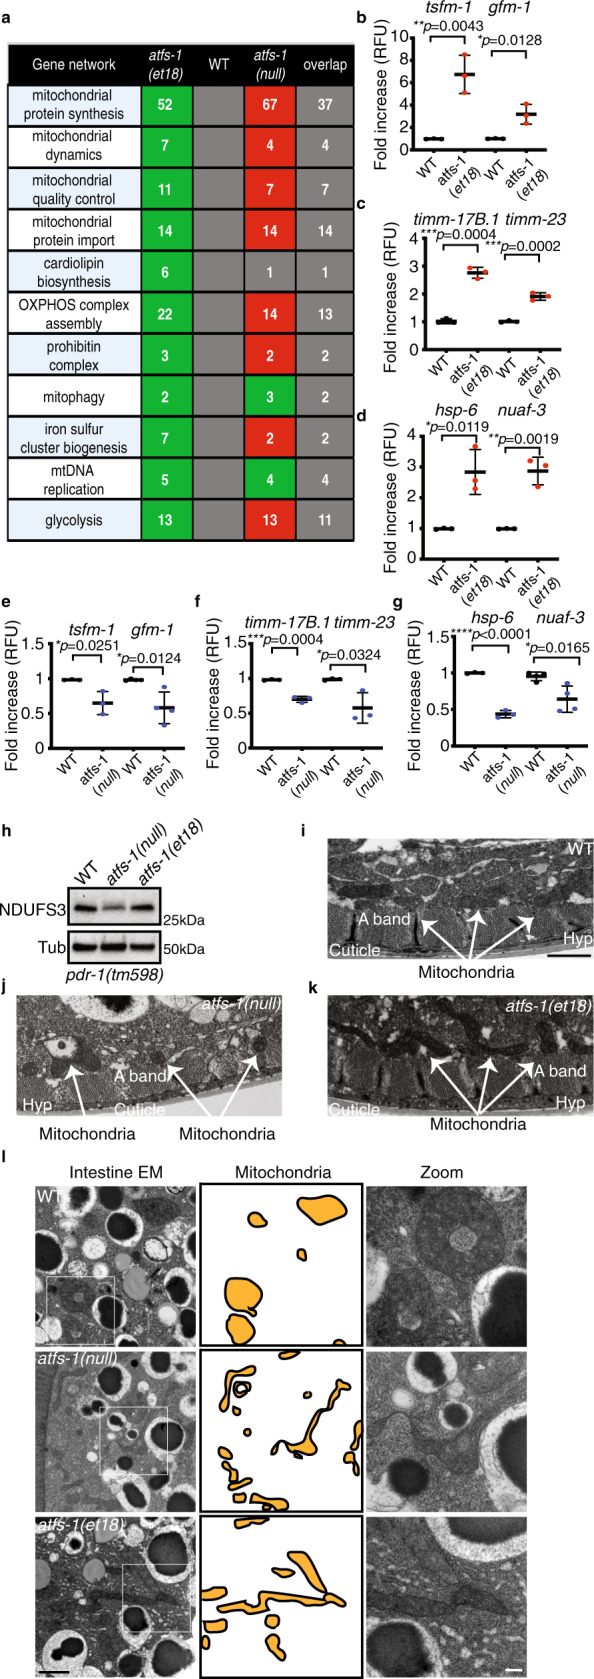
ATFS-1 mediates a mitochondrial network expansion program. **a** Number of differentially regulated genes induced in *atfs-1*(*et18*) worms relative to wild type (WT) or reduce in *atfs-1(null)* worms relative to wild type. Green, upregulated; red, downregulated; and the number of overlapping genes between *atfs-1(et18)* and *atfs-1(null)* worms are listed in the last column. **b**–**g** Transcript levels of translation elongation factor mitochondrial 1 (*tsfm-1*) and G elongation factor mitochondrial 1 (*gfm-1*) (**b**, **e**), translocase of inner mitochondrial membrane 17B.1 (*timm-17B.1*) and translocase of inner mitochondrial membrane-23 (*timm-23*) (**c**, **f**), heat shock protein-6 (*hsp-6*) and NADH:ubiquinone oxidoreductase complex assembly factor 3 (*nuaf-3*) (**d**, **g**) as determined by qRT-PCR in wild type and *atfs-1(et18)* (**b**–**d**) or in wild type and *atfs-1(null)* (**e**–**g**). *N* = 3 biologically independent experiments except for *gfm-1* (**e**) and *nuaf-3* (**g**) *N* = 4. Error bars mean ± SD (two-tailed Student’s *t*-test). RFU, relative fluorescence units. **h** SDS-PAGE immunoblots of lysates from *pdr-1(tm598*), *atfs-1(null);pdr-1(tm598)*, and *atfs-1(et18);pdr-1(tm598)* worms. NDUFS3 is a component of the NADH:Ubiquinone Oxidoreductase complex I and tubulin (Tub) was used as a loading control. *N* = 3 biologically independent experiments with similar results. **i**–**k**. Transmission electron microscopy of body wall muscle of wild type (**i**), *atfs-1(null)* (**j**), and *atfs-1(et18)* worms (**k**). Scale bar 1 µm. Representative images from five worms analyzed from two biologically independent experiments with similar results. **l** Transmission electron microscopy of intestinal cells from wild-type, *atfs-1(null)*, and *atfs-1(et18)* worms. Mitochondria are highlighted in the middle panel. Scale bar 1 µm (left) and 200 nm (right). Representative images from five worms analyzed from two biologically independent experiments with similar results. Source data are provided as a Source Data file.

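The same counts were made for the other networks with edgeR's adjusted p under 0.05, over the genes of Supplementary Data 1 for *atfs-1(et18)* and of Supplementary Data 2 for *atfs-1(null)*. For mitochondrial dynamics, 5 of 7 listed genes were higher in *atfs-1(et18)*, 4 were lower in *atfs-1(null)*, and 2 were in both sets. For the prohibitin complex 3 were higher in *atfs-1(et18)*, 2 were lower in *atfs-1(null)* and 2 were in both. All 7 iron-sulfur cluster genes were higher in *atfs-1(et18)*, and 2 were lower in *atfs-1(null)*. In glycolysis, 9 genes were higher in *atfs-1(et18)*, 13 were lower in *atfs-1(null)* and 8 were in both. With the replicate number as a block, the glycolysis genes numbered 10, 13 and 8. In the other direction, without the block, 1 glycolysis gene was lower in *atfs-1(et18)* and 3 were higher in *atfs-1(null)*. In *atfs-1(null)*, 1 dynamics gene and 1 iron-sulfur cluster gene were higher as well. The largest change in *atfs-1(et18)* among the dynamics genes was that of *mff-2* (WBGene00018894, chromosome I from 5657919 to 5658712), with a log2 fold change of 1.68 (standard error 0.15, adjusted p = 0.00175). Its exons share 200 bases with *wdr-12* on the same strand, so reads there could belong to either gene. *stl-1* of the prohibitin section (WBGene00006061, chromosome I from 9486640 to 9488229) changed by 1.60 (standard error 0.07, adjusted p = 0.000121). *Y54G11A.9* of the iron-sulfur section (WBGene00013218, chromosome II from 14344450 to 14345955) changed by 1.04 (standard error 0.17, adjusted p = 0.0106). *pink-1* of the mitophagy section (WBGene00017137, chromosome II from 5393292 to 5395694) changed by 0.60 (standard error 0.08, adjusted p = 0.00533). The glycolysis gene *aldo-1* (WBGene00011474, chromosome III from 13563341 to 13564990) changed by 1.28 (standard error 0.08, adjusted p = 0.000515).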

Remarkably, most of the mitochondrial genes induced in the *atfs-1(et18)* strain were downregulated in the *atfs-1(null)* worms compared to wild-type worms (Figs.  2a, e–g, Supplementary Fig. 2b–d, and Supplementary Data files 2 and 3), consistent with less mtDNA and TMRE staining in intestinal cells (Fig. 1). 

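In *atfs-1(null)* worms, 81 of the 128 mitochondrial genes of Supplementary Data 1 were lower than in wild type and 11 were higher at an adjusted p under 0.05, and 80 were lower with the replicate number as a block. With DESeq2, 63 were lower and 14 higher, and with scaling by library size alone 62 were lower and 24 higher. The median log2 fold change was -0.49, against -0.04 for all genes tested. With the main direction of variation between replicates of experiment 2 regressed out, it was -0.116 (from all 6 libraries) or -0.53 (from the 3 wild-type libraries). Major sperm protein and vitellogenin genes were higher in the same *atfs-1(null)* libraries. A difference in developmental or germline stage was therefore not excluded as a cause of part of the shift. Of the 94 genes higher in *atfs-1(et18)*, 56 were lower in *atfs-1(null)* and 8 were higher in both strains. Among the genes of protein synthesis, 36 of 52 were lower in *atfs-1(null)* and 20 were also higher in *atfs-1(et18)*. All 14 protein import genes were lower and 12 of them were also higher in *atfs-1(et18)*, while for OXPHOS complex assembly the counts were 14 and 11. The 69 *mrpl-* and *mrps-* genes had a median of -0.57, with and without the replicate block, and passed the camera test at 0.05 both ways, and 60 of them were lower, or 38 with DESeq2 and 36 with scaling by library size alone. *hsp-6* fell from 912 ± 64.0 to 432 ± 70.5 CPM (SD, n = 3), a log2 fold change of -1.08 (standard error 0.13, adjusted p = 0.000520 from edgeR's quasi-likelihood test). *tsfm-1* fell from 115 ± 9.45 to 42.4 ± 5.93 (SD, n = 3), a log2 fold change of -1.44 (standard error 0.13, adjusted p = 0.000276). The log2 fold changes of *gfm-1*, *timm-17B.1*, *timm-23* and *nuaf-3* were -1.09, -1.05, -0.97 and -0.62, with adjusted p-values from edgeR of 0.000262, 0.000379, 0.000420 and 0.00659. For each of these 6 genes the 3 *atfs-1(null)* libraries were all below the 3 wild-type libraries. By contrast, *Y71F9B.2* (0.14, adjusted p = 0.390), *acl-3* (0.03, adjusted p = 0.863) and *crls-1* (-0.18, adjusted p = 0.177) did not pass in *atfs-1(null)*. *Y71F9B.2* passed in 1 of 11 alternatives, and *crls-1* in 1 of 6 fits with a library left out. The sign for *acl-3* depended on the processing, and that of *crls-1* turned only with scaling by library size alone, which moved the median of all genes by 0.25 as well.

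**Figure D1:**
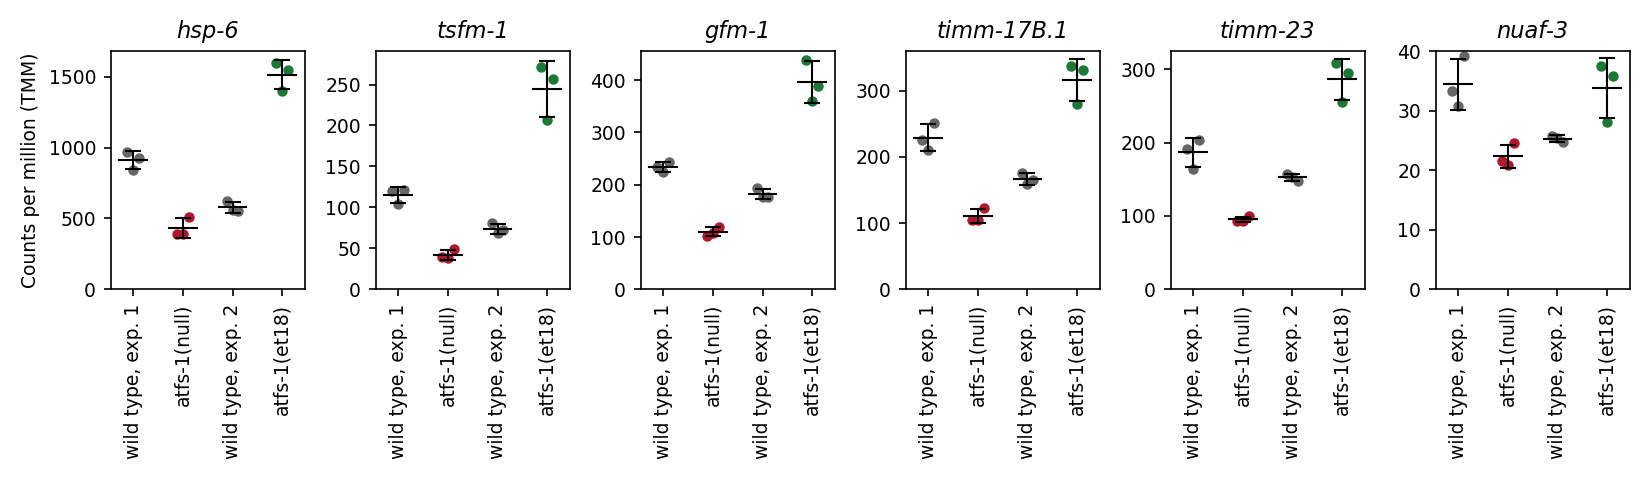
CPM after TMM normalization in each library (points), with the mean and SD of 3 libraries (bars), in wild type and the mutant strain of each experiment for 6 mitochondrial genes, on linear axes from 0. In every panel the *atfs-1(null)* libraries lie below and the *atfs-1(et18)* libraries above the wild-type libraries of the same experiment.

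**Figure D2:**
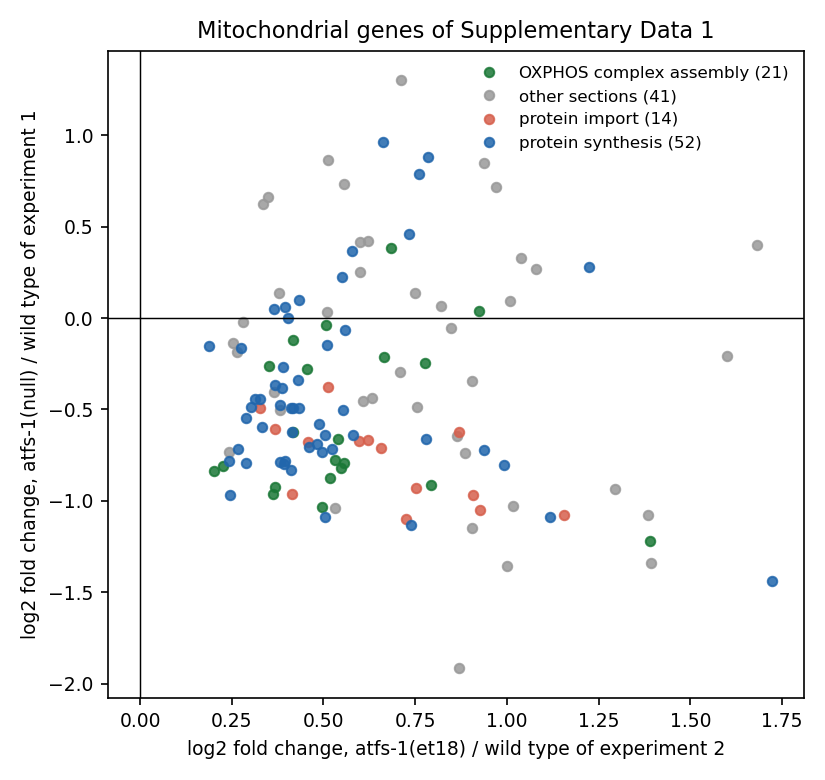
The log2 fold change of the 128 mitochondrial genes of Supplementary Data 1 in *atfs-1(et18)* (horizontal axis) and *atfs-1(null)* (vertical axis), each against its own wild type, each point a gene and its section by colour. Every point lies to the right of 0 and 98 lie below 0.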

Interestingly, the OXPHOS protein NDUFS3 was decreased in the *atfs-1(null)* worms, but unaffected in *atfs-1(et18)* worms (Fig. 2h and Supplementary Fig. 2e), both of which are consistent with the RNA-sequencing (RNA-seq) data in each strain where the mRNA encoding the NDUFS3 transcript was reduced in *atfs-1(null)* worms and unchanged in *atfs-1(et18)* worms (Supplementary Data files 4 and 5). 

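NDUFS3 is encoded by *nuo-2* (WBGene00020417, chromosome I from 6530130 to 6533031). Its transcript fell from 218 ± 8.23 CPM in wild type to 122 ± 1.77 in *atfs-1(null)* (SD, n = 3 libraries). The log2 fold change was -0.83 (standard error 0.08, adjusted p = 0.000316 from edgeR's quasi-likelihood test). In the other experiment it was 169 ± 7.39 in wild type and 195 ± 13.6 in *atfs-1(et18)* (SD, n = 3), a log2 fold change of 0.20 that did not pass (standard error 0.08, adjusted p = 0.137 from edgeR), although the 3 *atfs-1(et18)* libraries were all above the wild type. With the replicate number as a block, the log2 fold changes were -0.83 (adjusted p = 0.000940) and 0.20 (adjusted p = 0.115). Without *atfs-1(et18)* replicate 2 the second was 0.25 and passed (adjusted p = 0.0349 from edgeR). The difference between the strains was 0.99 on the log2 scale. The immunoblots were of strains that also lack *pdr-1*, whereas the sequenced strains are named by their *atfs-1* alleles alone.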

To exclude potential effects of mitochondrial degradation via mitophagy, these studies were performed in a strain lacking *pdr-1* (Parkin)^15^. 

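Supplementary Data 4 and 5 together list 105 OXPHOS and TCA cycle genes. Of these, 7 were lower and 4 were higher in *atfs-1(et18)* than in wild type at edgeR's adjusted p under 0.05, and 27 and 7 at an unadjusted p under 0.05. Adjusted over the list alone, 0 were lower and 1 was higher. With the replicate number as a block, 13 were lower, and with scaling by library size alone 14 were. The median log2 fold change of the 105 genes was -0.09, with 70 of them below 0. In *atfs-1(null)* worms, 95 of the 105 genes were lower, or 94 with the replicate block, and 8 were higher, with a median of -0.89.

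**Figure D3:**
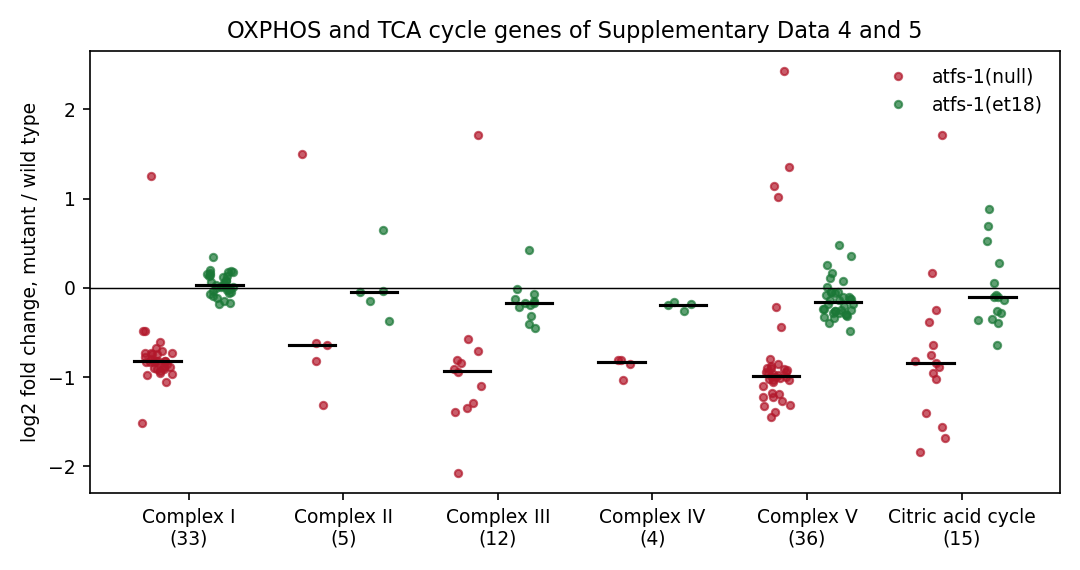
The log2 fold change of each of 105 OXPHOS and TCA cycle genes (points) in *atfs-1(null)* and *atfs-1(et18)*, each against its own wild type, with the median of each complex as a line. Complexes are the sections of the paper's lists, with the *vha* genes under complex V. A gene that belongs to a complex and to the TCA cycle is drawn under its complex. The points of *atfs-1(null)* centre between -0.64 and -0.98 in the OXPHOS complexes, while those of *atfs-1(et18)* centre between -0.19 and 0.03.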

Interestingly, multiple mRNAs encoding tricarboxylic acid (TCA) cycle and OXPHOS components were repressed in *atfs-1(et18)* relative to wild-type worms (Supplementary Data file 5), consistent with our previous results where ATFS-1 limited transcription of highly expressed mitochondrial proteins during severe mitochondrial stress^8^. Lastly, although many mRNAs encoding mitochondrial proteins were expressed at lower levels in *atfs-1(null)* worms, mtDNA replication and mitophagy components were upregulated suggesting an alternative stress response(s) is induced in the absence of *atfs-1* (Fig. 2a).

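Of the 8 mtDNA replication and mitophagy genes listed for *atfs-1(null)* in Supplementary Data 2, 6 were higher and 1 was lower than in wild type, with a median log2 fold change of 0.73. With the replicate number as a block, 6 were higher. *C27H6.9* (WBGene00077500, chromosome V from 9982880 to 9983931) rose from 9.09 ± 0.506 to 22.4 ± 6.65 CPM (SD, n = 3), a log2 fold change of 1.30 (standard error 0.23, adjusted p = 0.00220 from edgeR's quasi-likelihood test). *dct-1*, a mitophagy gene (WBGene00015776, chromosome X from 7954355 to 7956191), rose from 7.58 ± 0.866 to 12.6 ± 2.00 (SD, n = 3), a log2 fold change of 0.73 (standard error 0.19, adjusted p = 0.0112 from edgeR). Among the genes of mtDNA replication and transcription, 4 of 5 were higher in both mutant strains.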

Because of the alterations in mtDNA levels, TMRE, and transcription of mitochondrial components in *atfs-1* mutant worms, we visualized mitochondria via transmission electron microscopy. Impressively, mitochondria in *atfs-1(null)* worms were smaller and appeared defective in both intestine and muscle cells, along with pervasive muscle cell aberrations (Fig. 2i–l and Supplementary Fig. 2f). In contrast, mitochondria in *atfs-1(et18)* worms were elongated, which was especially apparent in the intestine (Fig. 2i–l and Supplementary Fig. 2f). As worms lacking *atfs-1* harbor small and dysfunctional mitochondria, and *atfs-1* is required for transcription of multiple genes required for mitochondrial biogenesis, our findings suggest that ATFS-1 regulates a mitochondrial expansion program. However, it should be considered that while ATFS-1 with an impaired MTS induces expression of mitochondrial biogenesis genes, it also impairs transcription of multiple TCA cycle and OXPHOS genes. These findings are similar to our previous results indicating that during severe mitochondrial dysfunction ATFS-1 bound the promoters of TCA cycle and OXPHOS genes and also limited their expression^8^.

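The effects of the 2 alleles were also compared with each other, in one edgeR fit over all 12 libraries in which each mutant was set against its own wild type. Of 16188 genes tested, 7925 had a different change in *atfs-1(et18)* than in *atfs-1(null)* at an adjusted p under 0.05, and 8980 with the replicate number as a block. All libraries of a mutant come from one experiment, so the strain and the experiment cannot be told apart in this comparison. Of the 128 mitochondrial genes of Supplementary Data 1, 99 differed. Across 15257 genes tested in both strains, the log2 fold changes had a Pearson correlation of 0.273 and a Spearman correlation of 0.290. Genes are not independent replicates. From the lower transcript levels in *atfs-1(null)* worms, together with their small mitochondria, the paper proposes that ATFS-1 regulates a mitochondrial expansion program.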

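Genes were assigned to complexes by the sections of the paper's lists, where complex V includes the *vha* genes. By complex, the median log2 fold change in *atfs-1(et18)* was 0.03 for the 33 genes of complex I and -0.05 for the 5 genes of complex II. It was -0.17 for the 12 genes of complex III, -0.19 for the 4 genes of complex IV and -0.16 for the 36 genes of complex V, and -0.10 for the 19 TCA cycle genes. At an adjusted p under 0.05 from edgeR, 0 genes of complex I (1 at an unadjusted p under 0.05), 1 of complex III and 3 of complex V were lower. Among the TCA cycle genes, 3 were lower and 3 were higher.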

### A weak MTS regulates ATFS-1, UPR^mt^, and mitochondrial network expansion

We next sought to determine how ATFS-1 is regulated, or excluded from mitochondria, during development. As ATFS-1 harbors an MTS along with a NLS, we have proposed that the UPR^mt^ is regulated by protein import capacity of the entire mitochondrial network^5^. ATFS-1 is predicted to have a relatively weak, or inefficient, MTS compared to other mitochondrial-targeted proteins such as mitochondrial chaperones and OXPHOS components^16–18^ (Fig. 3a). To compare the MTS strength of the OXPHOS protein ATP synthase subunit 9 (Su9) to ATFS-1, the N terminus of each was fused to green fluorescent protein (GFP) and expressed in HEK293T cells. As expected, both GFP-fusion proteins accumulated within mitochondria, but unlike Su9^(1-69)^::GFP, ATFS-1^(1-100)^::GFP fluorescence also accumulated within the cytosol, but to a lesser extent than that of ATFS-1^et18(1-100)^::GFP (Fig. 3b). In addition, import of ATFS-1^(1-100)^::GFP was limited compared to Su9^(1-69)^::GFP in an in vitro import assay (Fig. 3d), consistent with ATFS-1 harboring a weak MTS.

**Fig. 3:**
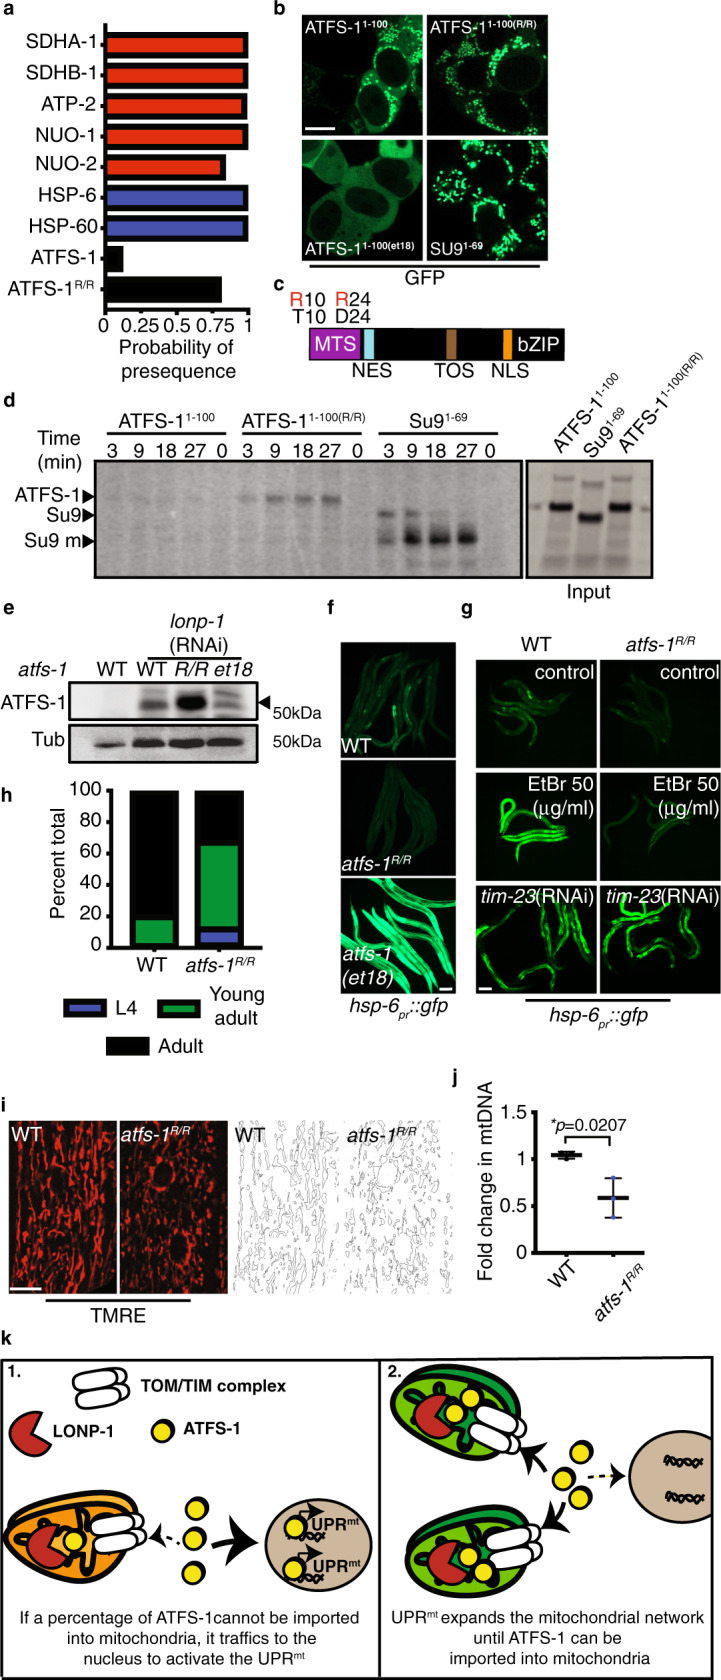
UPR^mt^ requires the weak MTS in ATFS-1. **a** Mitochondrial targeting sequence probability prediction using MitoFates. OXPHOS proteins (red), mitochondrial chaperones (blue), ATFS-1 (black). **b** HEK293T cells expressing ATFS-1^1–100^::GFP, ATFS-1^1-100(R/R)^::GFP, ATFS-1^1-100(et18)^::GFP or SU9^1–69^::GFP. Scale bar 10 µm. Experiment was repeated two biologically independent times with similar results. **c** ATFS-1 schematic highlighting ATFS-1^R/R^ amino acid substitutions. **d** In organelle import of radiolabeled ATFS-1^1–100^::GFP, ATFS-1^1-100(R/R)^::GFP and Su9^1–69^::GFP into isolated mitochondria. After the indicated time points, mitochondria were washed and analyzed by SDS-PAGE electrophoresis. ATFS-1, Su9, mature (m) are marked. *N* = 3 biologically independent experiments with similar results. **e** SDS-Page immunoblots of lysates from wild-type, *atfs-1*^*R/R*^, and *atfs-1(et18)* worms raised on control or *lonp-1*(RNAi). ATFS-1 is marked (‣) and tubulin (Tub) was used as a loading control. *N* = 3 biologically independent experiments with similar results. **f** *hsp-6*_*pr*_*::gfp* in wild-type, *atfs-1(et18)*, and *atfs-1*^*R/R*^ worms. Scale bar 0.1 mm. *N* = 3 biologically independent experiments with similar results. **g** *hsp-6*_*pr*_*::gfp* in wild-type and *atfs-1*^*R/R*^ worms raised on 50 µg/ml EtBr, control, or *timm-23*(RNAi). Scale bar 0.1 mm. *N* = 3 biologically independent experiments with similar results. **h** Developmental stages of 3-day-old wild-type or *atfs-1*^*R/R*^ worms. *N* = 158 worms (wild type) and *N* = 256 worms (*atfs-1*^*R/R*^). Experiments were repeated two biologically independent with similar results. **i** TMRE staining of wild-type and *atfs-1*^*R/R*^ worms. Skeleton-like binary backbone is presented (right). Scale bar 10 µm. Experiments were repeated three times with similar results. **j** Quantification of mtDNA in wild-type and *atfs-1*^*R/R*^ worms as determined by qPCR. *N* = 3 biologically independent experiments. Error bars mean ± SD (two-tailed Student’s *t*-test). **k** Proposed model for ATFS-1-mediated mitochondria expansion. Source data are provided as a Source Data file.

We hypothesized that the inefficient MTS allows ATFS-1 import and UPR^mt^ activation to be sensitized to conditions that impact mitochondrial import capacity including mitochondrial stress, total mitochondria, and potentially the flux of other proteins into mitochondria. Thus, we sought to generate a worm strain expressing ATFS-1 with a stronger, or more efficient, MTS. Amino acid substitutions of T10 and D24 to arginine are predicted to increase MTS strength^16^ (Fig.  3a, c). Similar to Su9^(1-69)^::GFP, ATFS-1^R/R(1-100)^::GFP only accumulated within mitochondria and not in the cytosol in HEK293T cells (Fig. 3b). Furthermore, more ATFS-1^R/R(1-100)^::GFP accumulated within mitochondria than ATFS-1^(1-100)^::GFP in an in vitro import assay, consistent with increased MTS strength (Fig. 3d).

Via CRISPR-Cas9, mutations were introduced at the endogenous *atfs-*1 locus to generate *atfs-1*^*R/R*^. We first examined accumulation of ATFS-1^R/R^ within mitochondria during normal development by raising worms on *lonp-1*(RNAi), which impairs ATFS-1 degradation within the matrix^5^. Strikingly, more ATFS-1^R/R^ accumulated within mitochondria compared to wild-type ATFS-1 or ATFS-1^et18^ during normal development (Fig. 3e). ATFS-1^R/R^ worms had reduced *hsp-6*_*pr*_*::gfp* fluorescence relative to wild-type or *atfs-1(et18)* worms during normal development (Fig. 3f and Supplementary Fig. 3a) and also had reduced expression of *hsp-6* and *timm-23* mRNAs (Supplementary Fig. 3b, c). ATFS-1^R/R^ also impaired UPR^mt^ activation caused by ethidium bromide (EtBr) exposure (Fig. 3g and Supplementary Fig. 3d). However, *timm-23*(RNAi), which impairs a component required for import of most proteins harboring N-terminal MTSs^9^, caused UPR^mt^ activation in both ATFS-1^R/R^ and wild-type worms (Fig. 3g and Supplementary Fig. 3d), indicating ATFS-1^R/R^ is a functional transcription factor likely impaired due to increased mitochondrial accumulation. Similar to worms lacking *atfs-1*, worms expressing ATFS-1^R/R^ developed slower (Fig. 3h) and exhibited a perturbed and fragmented mitochondrial network in both intestine and muscle cells along with a reduction in mtDNAs (Fig. 3i, j and Supplementary Fig. 3e–g).

Combined, these data suggest that ATFS-1 regulates a transcriptional program to expand mitochondrial biomass that is active throughout development and reliant on an inefficient MTS that confers sensitivity to conditions that impact mitochondrial import capacity. These findings suggest that during development a percentage of ATFS-1 cannot be imported into mitochondria of growing cells resulting in modest UPR^mt^ activation and mitochondrial network expansion (Fig. 3k).

### Interplay between components that regulate protein synthesis, mitochondrial import, and ATFS-1

Previous screens for components required for UPR^mt^ activation identified multiple regulators of growth-related protein synthesis including the insulin-like receptor *daf-2*, *rheb-1*, *mTOR* (*let-363)*, and *rsks-1* (S6 kinase)^12,19^. TORC1 regulates protein synthesis rates in response to diverse inputs including growth signals and cellular energetics^20^. Insulin-like signaling-TORC1 promotes protein synthesis by phosphorylating RSKS-1, which in turn, phosphorylates a ribosomal subunit^20^ (Supplementary Fig. 4a). Alternatively, the 5′-AMP-activated protein kinase (AMPK) limits TORC1 activity and protein synthesis when ATP levels are low^21,22^.

As expected, DAF-2 inhibition impaired induction of *hsp-6*_*pr*_*::gfp* (Supplementary Fig. 4b)^23^. Furthermore, *hsp-6, atfs-1*, the mitochondrial elongation factors *gfm-1*, *tsfm-1*, and *timm-17* mRNAs were also reduced during normal development and during mitochondrial stress (Supplementary Fig. 4c–g) similar to what was observed in *atfs-1(null)* worms. Inhibition of TORC1 components *rheb-1*, *raga-1*, *mTOR*, and *rsks-1* also reduced *hsp-6*_*pr*_*::gfp* (Supplementary Fig. 4h–j), as well as *hsp-6* and *atfs-1*, *gfm-1*, *tsfm-1*, and *timm-17* mRNA levels, as did starvation (Fig. 4a, b and Supplementary Fig. 4k–p). Conversely, inhibition of AMPK, which increases TORC1 activity, resulted in increased *hsp-6* mRNA in an *atfs-1* and *mTOR*-dependent manner (Fig. 4c–e), whereas AMPK activation^24^ reduced *hsp-6* transcripts (Fig. 4f). Moreover, AMPK inhibition resulted in increased binding of ATFS-1 to the *hsp-6* promoter, suggesting increased nuclear localization of ATFS-1. Alternatively, the promoter occupancy of *hsp-6* by ATFS-1 was reduced in the *rsks-1(ok1255)* worms relative to wild-type worms (Fig. 4g). Combined, our results indicate that TORC1 and RSKS-1 are required for UPR^mt^ during development and suggest that the relatively high level of protein synthesis during development stimulates UPR^mt^ activity.

**Fig. 4:**
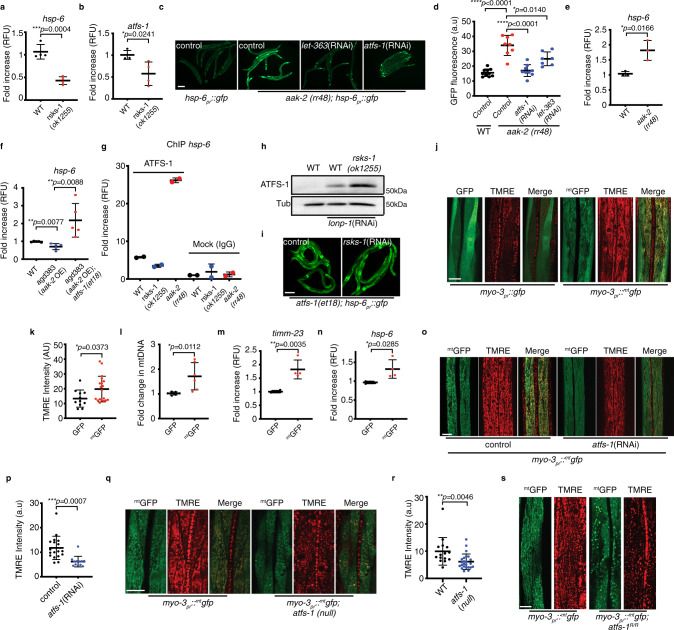
TORC1-mediated protein synthesis promotes ATFS-1 activation. **a**, **b** Transcript levels of heat shock protein-6 (*hsp-6*) (**a**) and of activated transcription factor stress-1 (*atfs-1*) (**b**) as determined by qRT-PCR in wild-type and *rsks-1(ok1255)* worms. *N* = 4 biologically independent experiments. Error bars mean ± SD (two-tailed Student’s *t*-test). RFU, relative fluorescence units. **c** *hsp-6*_*pr*_*::gfp* and *aak-2(rr48);hsp-6*_*pr*_*::gfp* worms raised on control, *let-363*, or *atfs-1* (RNAi). Scale bar 0.1 mm. Experiments were repeated three biologically independent times with similar results. **d** Quantification of GFP intensity in *hsp-6*_*pr*_*::gfp* (*N* = 10) and *aak-2(rr48);hsp-6*_*pr*_*::gfp* worms raised on control (*N* = 8 worms), *let-363* (*N* = 8 worms), or *atfs-1* (RNAi) (*N* = 7 worms). Error bars mean ± SD (two-tailed Student’s *t*-test). a.u., arbitrary units. **e**, **f** Transcript levels of heat shock protein-6 (*hsp-6*) as determined by qRT-PCR in wild-type and *aak-2(rr48)* worms *N* = 3 biologically independent experiments (**e**) and in wild type, *agd383*, and *agd383;atfs-1(et18)* strains *N* = 5 biologically independent experiments (**f**). Error bars mean ± SD (two-tailed Student’s *t*-test). RFU, relative fluorescence units. **g** ChIP of *hsp-6* promoter in wild-type, *rsks-1(ok1255)*, and *aak-2(rr48)* worms as measured by qRT-PCR. *N* = 2 biologically independent experiments. RFU, relative fluorescence units. **h** SDS-Page immunoblots of wild-type and *rsks-1(ok1255)* worms, raised on control or *lonp-1*(RNAi). Tubulin (Tub) was used as a loading control. *N* = 3 biologically independent experiments with similar results. **i** *atfs-1(et18);hsp-6*_*pr*_*::gfp* worms raised on control or *rsks-1*(RNAi). Scale bar 0.1 mm. Experiments were repeated three biologically independent times with similar results. **j** TMRE staining (red) of worms expressing *myo-3*_*pr*_*::gfp* or *myo-3*_*pr*_*::* ^*mt*^*gfp*. Scale bar 10 µm. Experiments were repeated three biologically independent times with similar results. **k** Quantification of TMRE intensity in muscle cells of worms expressing *myo-3*_*pr*_*::gfp* or *myo-3*_*pr*_*::* ^*mt*^*gfp*. *N* = 34 worms (*myo-3*_*pr*_*:: gfp*), *N* = 24 worms (*myo-3*_*pr*_*::* ^*mt*^*gfp)*. Error bars mean ± SD (two-tailed Student’s *t*-test). a.u., arbitrary units. **l** Quantification of mtDNA in *myo-3*_*pr*_*:: gfp* and *myo-3*_*pr*_*::* ^*mt*^*gfp* worms as determined by qPCR. *N* = 6 biologically independent experiments. Error bars mean ± SD (two-tailed Student’s *t*-test). **m**, **n** Transcript levels of translocase of inner mitochondrial membrane-23 (*timm-23*) (**m**) and of heat shock protein-6 (*hsp-6*) (**n**) as determined by qRT-PCR in *myo-3*_*pr*_*::gfp* and in *myo-3*_*pr*_*::* ^*mt*^*gfp* worms. *N* = 4 biologically independent experiments. Error bars mean ± SD (two-tailed Student’s *t*-test). RFU, relative fluorescence units. **o** TMRE staining of worms expressing *myo-3*_*pr*_*::* ^*mt*^*gfp* raised on control or *atfs-1*(RNAi). Scale bar 10 µm. Experiments were repeated three biologically independent times with similar results. **p** Quantification of TMRE intensity in muscle cells of worms expressing *myo-3*_*pr*_*::* ^*mt*^*gfp* raised on control or *atfs-1*(RNAi). *N* = 18 worms (control), *N* = 13 worms (*atfs-1*(RNAi)). Error bars mean ± SD (two-tailed Student’s *t*-test). a.u., arbitrary units. **q** TMRE staining of wild-type and *atfs-1*(*null*) worms expressing *myo-3*_*pr*_*::* ^*mt*^*gfp*. Scale bar 10 µm. Experiments were repeated three biologically independent times with similar results. **r** Quantification of TMRE intensity in muscle cells of wild-type, and *atfs-1(null)* worms. *N* = 15 worms (wild type), *N* = 24 worms (*atfs-1(null)*). Error bars mean ± SD (two-tailed Student’s *t*-test). a.u., arbitrary units. **s** TMRE staining of wild-type and *atfs-1*^*R/R*^ worms expressing *myo-3*_*pr*_*::* ^*mt*^*gfp*. Scale bar 10 µm. Experiments were repeated three biologically independent times with similar results. Source data are provided as a Source Data file.

In mammals, TORC1 promotes protein synthesis by phosphorylating S6 kinase and 4EBP, which requires a TOR signaling (TOS) motif in each protein^25^. Interestingly, ATFS-1 also harbors a canonical TOS motif (-FEMDI-) (Fig. 3c), which we mutated at the endogenous locus to yield -AEMDI- (*atfs-1(∆TOS)*). UPR^mt^ activation was attenuated in *atfs-1(∆TOS)* worms relative to wild-type worms upon EtBr exposure (Supplementary Fig. 4q). Importantly, the TOS motif was also required for the increased *hsp-6*_*pr*_*::gfp* (Supplementary Fig. 4r) and mtDNA (Fig. 1b) in *atfs-1(et18)* worms suggesting the TOS motif promotes nuclear function of ATFS-1, similar to the TOS motif found in the transcription factor HIF-1α^26^. Interestingly, *hsp-6*_*pr*_*::gfp* induction caused by EtBr or complex III-deficiency (*isp-1(qm150)*^27^), was impaired further in *rsks-1(ok1255);atfs-1(∆TOS)* worms relative to either *atfs-1(∆TOS)* or *rsks-1(ok1255)* worms (Supplementary Fig. 4s–u), suggesting that RSKS-1 promotes UPR^mt^ activation independent of the TOS motif.

We examined the effect of *rsks-1* inhibition on expression and trafficking of ATFS-1. One possibility is that *rsks-1* inhibition simply reduces synthesis of ATFS-1 limiting its nuclear transcription activity. *rsks-1(ok1255)* worms had reduced *atfs-1* mRNA relative to wild-type worms (Fig. 4b). However, more ATFS-1 protein accumulated within mitochondria in *rsks-1(ok1255)* worms relative to wild-type worms (Fig. 4h) suggesting UPR^mt^ impairment in worms lacking RSKS-1 is due to mitochondrial accumulation of ATFS-1, similar to ATFS-1^R/R^ (Fig. 3e). Importantly, *rsks-1*(RNAi) did not reduce *hsp-6*_*pr*_*::gfp* in *atfs-1(et18)* worms with an impaired MTS (Fig. 4i) or when treated with *timm-23*(RNAi) (Supplementary Fig. 4v). Lastly, increased *hsp-6*_*pr*_*::gfp* persisted during starvation in both *atfs-1(et18)* worms and *timm-23*(RNAi) treated worms (Supplementary Fig. 4w, x). Combined, these findings suggest that the reduced *atfs-1* transcription in *rsks-*1-mutant worms is not the cause of impaired UPR^mt^ activation, rather the accumulation of ATFS-1 within mitochondria impairs *atfs-1-*dependent transcription.

As RSKS-1 is required for protein synthesis during cell growth, we hypothesized that the high rate of mitochondrial protein import during development may cause UPR^mt^ activation and mitochondrial network expansion. Interestingly, OXPHOS transcripts are among the most highly expressed mRNAs in worms (Supplementary Fig. 5a). In addition, *C. elegans* ribosome profiling data indicate that OXPHOS proteins are translated primarily during the early stages of worm development (L1,L2), and are reduced or absent by the L4 stage (Supplementary Fig. 5b). 

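Transcript abundance was ranked in the wild-type libraries of experiment 1. The 90 OXPHOS genes of Supplementary Data 4 and 5 had a median percentile of 99.04 among 46739 genes ranked by RPKM, the reads per kilobase of exon after scaling for library size, with an SD of 0.0227 between the medians of the 3 libraries. Of the 90 genes, 86 were above the 90th percentile. The median RPKM of the OXPHOS genes was 265, and that of all genes above 0 was 2.75. In the 3 wild-type libraries of experiment 2 the median percentile was 98.97. When only genes with at least 1 count in every wild-type library were ranked, it was 97.49.

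**Figure D4:**
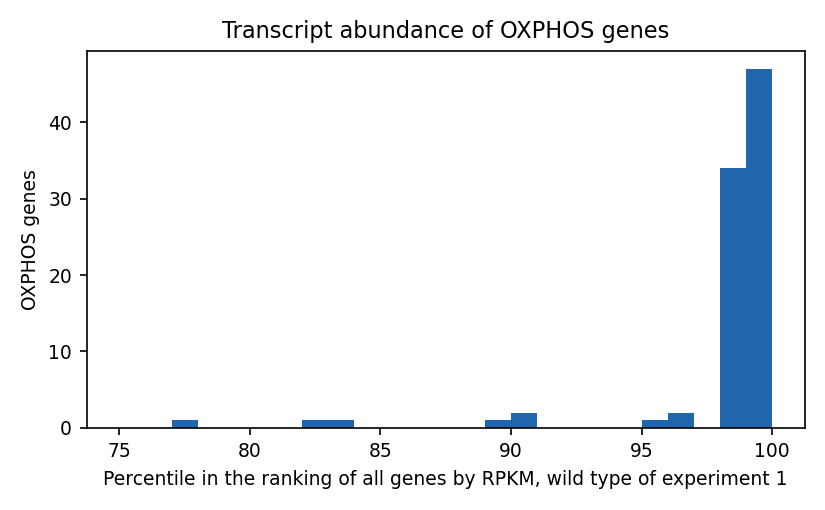
Number of OXPHOS genes (vertical axis) by their percentile among all genes ranked by RPKM in wild-type worms of experiment 1 (horizontal axis). Of the 90 genes, 84 lie above the 95th percentile.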

Interestingly, the ATFS-1 ribosome profile mirrors the OXPHOS profiles early in development and is also diminished at L4 (Supplementary Fig. 5c), consistent with the observation that the UPR^mt^ can only be activated by stress prior to the L4 stage^28^. Thus, we hypothesize that because of a weak MTS, a percentage of ATFS-1 is excluded from mitochondria during development by highly expressed mitochondrial proteins with stronger MTSs.

As a test of this model, we sought to determine the impact of overexpressing a single protein with a relatively strong MTS on the mitochondrial network. The mitochondrial network was examined in muscle cells of worms expressing GFP or ^mt^GFP via the strong *myo-3* promoter^29^. Importantly, ^mt^GFP harbors a relatively strong MTS (aa 1–24) from the enzyme aspartate aminotransferase (AST) (Supplementary Fig. 6a) and the *myo-3* promoter is expressed throughout development^30^ (Supplementary Fig. 6b). Strikingly, ^mt^GFP expression increased accumulation of functional mitochondria as determined by TMRE staining (Fig. 4j, k), mtDNA number (Fig. 4l), and *hsp-6*, *timm-17* and *timm-23* mRNAs (Fig. 4m–n and Supplementary Fig. 6c) despite ^mt^GFP being expressed at a lower level than GFP (Supplementary Fig. 6d, e). Expansion of TMRE staining by ^mt^GFP was impaired by *atfs-1*(RNAi) (Fig. 4o, p), *atfs-1(null)* (Fig. 4q, r), and in ATFS-1^R/R^ worms (Fig. 4s); however ^mt^GFP transcription was not affected by the *atfs-1(null)* allele (Supplementary Fig. 6f).

To determine whether the mitochondrial network expansion caused by expression of ^mt^GFP required nuclear trafficking of ATFS-1, we used CRISPR-Cas9 to introduce an amino acid substitution to perturb the NLS in ATFS-1 (R426A). *atfs-1*^*∆NLS*^ worms were unable to induce *hsp-6*_*pr*_*::gfp* or endogenous *hsp-6* transcripts during mitochondrial stress caused by *spg-7*(RNAi) consistent with impaired nuclear activity (Supplementary Fig. 6g, h). When raised on *lonp-*1(RNAi), ATFS-1^(∆NLS)^ accumulated within mitochondria like wild-type ATFS-1 (Supplementary Fig. 6i), indicating ATFS-1^∆NLS^ was expressed and processed similarly to wild-type ATFS-1. The *atfs-1*^*∆NLS*^ allele was crossed into *myo-3*_*pr*_*::*^*mt*^*GFP* worms to examine the effect on mitochondrial network expansion during development. Similar to *atfs-1*^R/R^ and *atfs-1(null)* worms, *atfs-1*^*∆NLS*^ worms had a severely perturbed mitochondrial network in muscle cells as determined by TMRE staining (Supplementary Fig. 6j). Thus, the NLS within ATFS-1 is essential for mitochondrial network expansion caused by expression of ^mt^GFP. Combined, these findings indicate that expression of a single protein with a strong MTS is sufficient to expand the mitochondrial network in an *atfs-1*-dependent manner.

## Discussion

The UPR^mt^ was discovered as a protective transcriptional response to unfolded protein accumulation within the mitochondria and OXPHOS perturbation^5,31–33^. Here, we demonstrate that ATFS-1 regulates a mitochondrial biogenesis or network expansion program that is basally active throughout normal development, which can be further activated by diverse mitochondrial perturbations. Developmental mitochondrial expansion required the inefficient MTS of ATFS-1, mTOR, and S6 kinase, suggesting an interplay between protein synthesis, mitochondrial protein import capacity, and nuclear activity of ATFS-1. We propose a model where the high levels of mitochondrial protein synthesis that occurs during development drives mitochondrial network expansion by excluding a percentage of ATFS-1 from mitochondrial import. In addition, network expansion continues until mitochondrial import capacity is sufficient to import ATFS-1 and terminate the UPR^mt^. These findings are conceptually similar to the endoplasmic reticulum expansion that occurs in response to increased protein flux via the UPR^ER^, which is regulated by IRE1 and XBP1^34^. We propose that as a function of mitochondrial import flux or mitochondrial protein processing, ATFS-1 scales mitochondrial network expansion with cell growth. Intriguingly, it was recently reported that mitochondrial metabolic proteins are prone to stalling within mitochondrial import channels under basal conditions in growing cells^35,36^, suggesting import or intra-mitochondrial protein processing can be overwhelmed during normal cell growth, which may result in ATFS-1 activation.

We previously found that during severe mitochondrial dysfunction ATFS-1 binds the promoters of many of the genes regulated by ATFS-1 during normal development including mitochondrial chaperones, mitochondrial protein import machinery, as well as mitochondrial ribosome component encoding genes. Intriguingly, the ATFS-1 chromatin immunoprecipitation (ChIP)-sequencing experiment also revealed that ATFS-1 bound the promoters many OXPHOS and TCA cycle genes. Surprisingly, ATFS-1 repressed or limited transcription of the OXPHOS and TCA cycle genes during mitochondrial stress. We suggested that repression of OXPHOS and TCA cycle transcription reduced the load of unfolded proteins in an already stressed mitochondria potentially allowing time for recovery^8^.

Ribosome profiling indicates that during normal development, the highly expressed OXPHOS proteins are translated during the L1–L2 developmental stages and mostly reduced by the L4 stage^30^. We suggest that it is the expression of these and other mitochondrial proteins that leads to developmental activation of ATFS-1 by limiting the mitochondrial import of ATFS-1, resulting in mitochondrial network expansion. Consistent with this model, expression of ^mt^GFP was sufficient to expand the muscle cell mitochondrial network in an *atfs-1*-dependent manner (Fig. 4j–s). If the mitochondrial network becomes perturbed during growth, reducing transcription of the most highly expressed substrates may prevent further damage and allow time for recovery.

These insights potentially inform on the discrepancies between *atfs-1(null)* worms and *atfs-1(et18)* worms where despite having increased mtDNAs and mitochondrial biogenesis machinery transcripts, the mitochondrial network in *atfs-1(et18)* worms is dysfunctional (Supplementary Fig. 1c, d). However, RNA-seq indicates that multiple TCA cycle and OXPHOS components are reduced in *atfs-1(et18)* worms relative to wild-type worms (Supplementary Data file 5). It is important to note that the *atfs-1(et18)* allele was isolated in a screen to identify mutations that confer resistance to high levels of statins^13^. 

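Of 105 OXPHOS and TCA cycle genes, 70 had a log2 fold change below 0 in *atfs-1(et18)*. At edgeR's adjusted p under 0.05, 7 were lower and 4 were higher. By the sections of the paper's lists, those lower were 1 of complex III, 3 of complex V and 3 of the TCA cycle. The 3 OXPHOS genes given here are among those in the paper's ribosome profiles. Each was below 0 and did not pass the adjusted threshold without the replicate block. *sdha-1* (WBGene00015391, chromosome X from 8542867 to 8546021) had 274 ± 17.2 CPM in wild type and 213 ± 22.1 in *atfs-1(et18)* (SD, n = 3), a log2 fold change of -0.37 (standard error 0.10, adjusted p = 0.0504). For *cox-5B* (WBGene00000371, chromosome I from 9788749 to 9789965) the log2 fold change was -0.24 (standard error 0.08, adjusted p = 0.0937) and that of *isp-1* (WBGene00002162, chromosome IV from 8133789 to 8136055) was -0.16 (standard error 0.08, adjusted p = 0.207). Fitted with the replicate number as a block, *sdha-1* passed, while *cox-5B* and *isp-1* did not. *sdha-1* passed in 8 of 11 alternatives, the block and an unadjusted p under 0.05 included. In *atfs-1(null)*, the log2 fold changes of the same 3 genes were -1.32, -0.80 and -0.95, all with an adjusted p under 0.05.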

Although the processes affected in *atfs-1(et18)* worms that confer statin resistance are unknown, the strain develops slowly and has a shortened lifespan relative to wild-type worms^13^. One potential reason is that in the *atfs-1(et18)* strain, ATFS-1 is not regulated by mitochondrial import capacity and remains constitutively active where in addition to increasing numerous genes that promote mitochondrial biogenesis also represses OXPHOS and TCA cycle component transcription. This uncoupling, or deregulation, may result in the generation of defective mitochondria.

In conclusion, we propose that ATFS-1 responds to the high levels of mitochondrial protein import that occur during development. The relatively inefficient MTS of ATFS-1 matches insulin receptor (DAF-2) and S6 kinase-dependent synthesis of mitochondrial proteins to a transcriptional program that expands the mitochondrial network effectively scaling mitochondrial biogenesis with cell growth. However, if mitochondrial function is perturbed, ATFS-1 mitochondrial import is further perturbed causing additional nuclear accumulation where it reduces transcription of OXPHOS and TCA cycle components^8^ reducing the burden on the mitochondrial protein folding and complex assembly machinery. Upon network recovery, developmental mitochondrial network expansion continues until mitochondrial protein import capacity is sufficient to import ATFS-1.

## Methods

### Worms, plasmids, and staining

The reporter strain *hsp-6*_*pr*_*::gfp* for visualizing UPR^mt^, and the *myo-3*_*pr*_*::gfp* and the *myo-3*_*pr*_*::*^*mt*^*gfp* for visualization of mitochondrial mass and *atfs-1(null)* worms have been previously described^14,32,33^. The MTS in the *myo-3*_*pr*_*::*^*mt*^*gfp* is the first 24 amino acids from the enzyme AST from *Coturnix japonica* (1-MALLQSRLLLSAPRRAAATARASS-24) fused to GFP. The *atfs-1(et18)* strain was a gift from Marc Pilon. N2(wild type), *isp-1(qm150)*, *rsks-1(ok1255)*, and *daf-2(e1370)* were obtained from the Caenorhabditis Genetics Center (Minneapolis, MN).

The *atfs-1*^*R/R*^(*cmh16*), the *atfs-1(∆TOS)*(*cmh17*), and the *atfs-1(∆NLS)(cmh18)* strains were generated via CRISPR-Cas9 in *hsp-6*_*pr*_*::gfp* worms as described^14^. The *atfs-1(∆TOS)* was generated in both the wild-type worms as well as in the *atfs-1(et18)* strain. The crRNAs (IDT) were co-injected with purified Cas9 protein, tracrRNA (Dharmacon), repair templates (IDT), and the pRF4::rol-6(su1006) plasmid as described^37,38^. The crRNAs and repair templates used in this study are listed in Supplementary Data file 6. The pRF4::rol-6 (su1006) plasmid was a gift from Craig Mello^39^. The ATFS-1^1–100^::GFP expressing plasmid was previously described^5^. The ATFS-1^1-100(R4C)^::GFP and the ATFS-1^1-100(T10R, D24R)^::GFP were generated by introducing mutations to yield the described amino acid substitutions in the ATFS-1^1–100^::GFP expressing plasmid. The Su9 of the F0-ATPase (SU9)^1–69^::GFP PQCXIP expression plasmid was a gift from Xuejun Jiang.

Worms were raised HT115 strain of *Escherichia coli* and RNAi performed as described^40^. EtBr and TMRE experiments were performed by synchronizing and raising worms on plates previously soaked with M9 buffer containing EtBr or 2 µM TMRE.

Worms were analyzed at the L4 larvae stage except for EtBr-treated worms that led to developmental arrest. EtBr-treated worms were analyzed at the same time as the control.

### Protein analysis and antibodies

Synchronized worms were raised on plates with control(RNAi) or *lonp-1*(RNAi) to the L4 stage prior to harvesting. Whole worm lysate preparation was previously described^33^. Antibodies against α-tubulin were purchased from Calbiochem (CP06), GFP and for NDUFS3 from Abcam (ab6556 and ab14711, respectively). Antibodies for ATFS-1 were previously described^5^. All antibodies were diluted 1 : 2000, except for ATFS-1, which was diluted 1 : 1000. Immunoblots were visualized using ChemiDoc XRS + system (Bio-Rad). All western blot experiments were performed at least three times.

### mtDNA quantification

mtDNA quantification was performed using a quantitative PCR (qPCR)-based method similar to previously described assays^41^. Twenty to 30 worms were collected in 30 µl of lysis buffer (50 mM KCl, 10 mM Tris-HCl pH 8.3, 2.5 mM MgCl_2_, 0.45% NP-40, 0.45% Tween 20, 0.01% gelatin, with freshly added 200 µg/ml proteinase K) and frozen at −80 °C for 20 min prior to lysis at 65 °C for 80 min. Relative quantification was used for determining the fold changes in mtDNA between samples. 1 µl of lysate was used in each triplicate qPCR reaction. qPCR was performed using the Thermo Scientific SyBr Green Maxima Mix and the MyiQ2 Two-Color Real-Time PCR Detection System (Bio-Rad Laboratories). Primers that specifically amplify mtDNA are listed in Supplementary Data file 6. Primers that amplify a non-coding region near the nuclear-encoded *ges-1* gene were used as a control. mtDNA was harvested from synchronized worms at the L4 stage. All qPCR results have been repeated at least three times and performed in triplicates. A Student’s *t*-test was employed to determine the level of statistical significance.

### RNA isolation and qRT-PCR

RNA isolation and quantitative reverse-transcriptase PCR (qRT-PCR) analysis were previously described^11^. Worms were synchronized by bleaching, raised on HT115 *E. coli* and harvested at the L4 stage. Total RNA was extracted from frozen worm pellets using RNA STAT (Tel-Test) and 500 ng RNA was used for cDNA synthesis with qScript™ cDNA SuperMix (QuantaBio). qPCR was performed using iQ™ SYBR® Green Supermix (Bio-Rad Laboratories). qPCR primers are listed in Supplementary Data file 6. All qPCR results were repeated at least 3 times and performed in triplicates. A two-tailed Student’s *t*-test was employed to determine the level of statistical significance.

### Oxygen consumption

Oxygen consumption was measured using a Seahorse XFe96 Analyzer at 25 °C similar to that described previously^42^. In brief, L4 worms were transferred onto empty plates and allowed to completely digest the remaining bacteria for 1 h, after which ten worms were transferred into each well of a 96-well microplate containing 180 µl M9 buffer. Basal respiration was measured for a total of 30 min, in 6 min intervals that included a 2 min mix, a 2 min time delay, and a 2 min measurement. To measure respiratory capacity, 15 µM carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone was injected, the oxygen consumption rate reading was allowed to stabilize for 6 min, then measured for five consecutive intervals. Mitochondrial respiration was blocked by adding 40 mM Sodium azide. Each measurement was considered one technical replicate.

### Cultured cells and imaging

HEK293T cells were transfected with 0.5 µg of the expression plasmids: SU9^1–69^::GFP with ATFS-1^1-100^::GFP, ATFS-1^1-100(R/R)^::GFP, and ATFS-1^1-100(et18)^::GFP via Lipofectamine. The cells were imaged 16 h post transfection.

### RNA-seq and differential expression analysis

cDNA libraries were constructed with standard Illumina P5 and P7 adapter sequences. The cDNA libraries were run on an Illumina HiSEq2000 instrument with single-read 50 bp. RNA reads were then aligned to WBcel235/ce11 reference genome and differential gene expression analysis was performed with edgeR^43^. Differences in gene expression between *atfs-1(et18)* and *atfs-1(null)* compared to wild type are listed in Supplementary Data files 7 and 8, respectively. Data were deposited in GEO accession no. GSE114951

### Analysis of worm development

Worms were synchronized via bleaching and allowed to develop on HT115 bacteria plates for 3 days at 20 °C. Developmental stage was quantified as a percentage of the total number of animals. Each experiment was preformed three times. For the comparison of wild-type and *atfs-1(null)* worms; *N* = 162 (wild type), and 282 (*atfs-1(null)*). For the comparison of wild type to *atfs-1*^*R/R*^ worms; *N* = 158 (wild type) and *N* = 256 (*atfs-1*^*R/R*^).

### Statistics

All experiments were performed at least three times yielding similar results and comprised of biological replicates. The sample size and statistical tests were chosen based on previous studies with similar methodologies and the data met the assumptions for each statistical test performed. No statistical method was used in deciding sample sizes. No blinded experiments were performed, and randomization was not used. For all figures, the mean ± SD is represented unless otherwise noted. Prism 8 (GraphPad) is used for statistical analysis and graph creation.

### Microscopy

*C. elegans* were imaged using either a Zeiss AxioCam 506 mono camera mounted on a Zeiss Axio Imager Z2 microscope or a Zeiss AxioCam MRc camera mounted on a Zeiss SteREO Discovery.V12 stereoscope. Images with high magnification (×63) were obtained using the Zeiss ApoTome.2. Exposure times were the same in each experiment. Cell cultures were imaged with the Zeiss LSM800 microscope. With the Zen 2.3 Blue software. All images are representatives of more than three images. Quantification of fluorescent intensity as well as creating binary skeleton-like structures were done with the Fiji software (Version 2.0.0-rc-69/1.52p)^44^.

### Gene set enrichment analysis

The OXPHOS gene set was downloaded from WormBase Ontology Browser^45^. mRNA abundance was measured and ranked by reads per kilobase per million reads from RNA-seq data. Pre-ranked gene set enrichment analysis was performed with GSEA3.0 software with ‘classical’ scoring^46^.

### Transmission electron microscopy

L4 larvae were transferred to 2.5% glutaraldehyde in 0.1 M Sodium Cacodylate buffer pH 7.2 for 10 min. The tail and head of each worm were dissected out and the main body was transferred to fresh 2.5% glutaraldehyde in 0.1 M Sodium Cacodylate buffer and kept at 4 °C overnight. Samples were processed and analyzed at the University of Massachusetts Medical School Electron Microscopy core facility according to standard procedures. Briefly, the samples were rinsed three times in the same fixation buffer and post-fixed with 1% osmium tetroxide for 1 h at room temperature. Samples were then washed three times with ddH_2_O for 10 min and then dehydrated through a graded ethanol series of 20% increments, before two changes in 100% ethanol. Samples were then infiltrated first with two changes of 100% Propylene Oxide and then with a 50%/50% propylene oxide/SPI-Pon 812 resin mixture. The following day, five changes of fresh 100% SPI-Pon 812 resin were performed before the samples were polymerized at 68 °C in flat pre-filled embedding molds. The samples were then reoriented, and thin sections (~70 nm) were placed on copper support grids and contrasted with Lead citrate and Uranyl acetate. Sections were examined using a CM10 TEM with 100 Kv accelerating voltage and images were captured using a Gatan TEM CCD camera.

### Ribosome profiling data analysis

Ribosome profiling sequencing data were downloaded from the NCBI Sequence Read Archive (SRA) (http://www.ncbi.nlm.nih.gov/sra/) under accession number SRA055804. Data were analyzed as previously described^30^. Data analysis was done with the help of Unix-based software tools. First, the quality of raw sequencing reads was determined by FastQC (version 0.11.9)^47^. Reads were then filtered according to quality via FASTQ for a mean Phred base calling quality score above 30^48^. Filtered reads were mapped to the *C. elegans* reference genome (Wormbase WS275) using BWA (version 0.7.5) and SAM files were converted into BAM files by SAMtools (version 0.1.19). Coverage data for specific genes (including 5′-untranslated region (UTR), exons and 3′-UTR) were calculated by SAMtools and coverage data for each gene was plotted using R (version 3.5.2)^49^.

### Mitochondria isolation and in vitro protein import

Cells (budding yeast W303) were grown to logarithmic phase in YPD (1% yeast extract, 2% peptone, 2% glucose), collected by centrifugation, and washed once with water. Cells were then resuspended in 0.1 M Tris pH 9.4, 10 mM dithiothreitol, and incubated for 20 min at 30 °C. Cell walls were disturbed by incubation in 1.2 M sorbitol, 20 mM K_2_HPO_4_ pH 7.4, 1% zymolyase for 1 h at 30 °C. Dounce homogenization was used to lyse the cells in 0.6 M sorbitol, 10 mM Tris pH 7.4, 1 mM EDTA, fatty acid free 0.2% bovine serum albumin (BSA), and 1 mM phenylmethylsulfonyl fluoride (PMSF). Mitochondria were then isolated by differential centrifugation as described previously^50^ and resuspended in SEM buffer (0.25 M sucrose, 10 mM MOPS-KOH pH 7.2, and 1 mM EDTA).

The coupled Transcription/Translation system (T7 Quick for PCR DNA, Promega) was used to express ATFS-1 from a PCR template. Precursor proteins (ATFS-1^1–100^::GFP, ATFS-1^1-100(R/R)^::GFP, and Su9^1–69^::GFP) were synthesized in reticulocyte lysate in the presence of [35 S]methionine (T7 Quick for PCR DNA, Promega). Import into isolated mitochondria was performed in import buffer (3% (w/v) BSA, 250 mM sucrose, 80 mM KCl, 5 mM methionine, 5 mM MgCl_2_, 2 mM KH_2_PO_4_, 10 mM MOPS-KOH, pH 7.2, 4 mM NADH, 2 mM ATP, 5 mM creatine phosphate, 0.1 mg/ml creatine kinase) at 25 °C. The import reaction was stopped on ice or by addition of AVO (8 μM antimycin A, 20 μM oligomycin, 1 μM valinomycin). To dissipate Δψ, AVO was added before the import experiment. Samples were treated with 25 μg/ml proteinase K for 15 min on ice, following by treatment with 2 mM PMSF for 5 min on ice. Mitochondrial were washed twice with SEM buffer and analyzed by electrophoresis on SDS-polyacrylamide gel electrophoresis. The dried gel was exposed to a phospho screener, which was then scanned using a Typhoon Trio scanner (Amersham).

### Chromatin immunoprecipitation

ChIP assays for ATFS-1 were performed as previously described^8^. Synchronized worms were cultured in liquid and harvested at early L4 stage by sucrose flotation. The worms were lysed via Teflon homogenizer in cold phosphate-buffered saline (PBS) with protease inhibitors (Roche). Cross-linking of DNA and protein was performed by treating the worms with 1.85% formaldehyde with protease inhibitors for 15 min. Glycine was added to a final concentration of 125 mM and incubated for 5 min at room temperature to quench the formaldehyde. The pellets were resuspended twice in cold PBS with protease inhibitors. Samples were sonicated in a Bioruptor (Diagenode) for 15 min at 4 °C on high intensity (30 s on and 30 s off). Samples were transferred to microfuge tubes and spun at 15,000 × *g* for 15 min at 4 °C. The supernatant was precleaned with pre-blocked ChIP-grade Pierce™ magnetic protein A/G beads (Thermo Scientific) and then incubated with ATFS-1 antibody or Mouse mAb IgG1 Isotype Control (Cell Signaling Technology, G3A1) rotating overnight at 4 °C. The antibody-DNA complex was precipitated with protein A/G magnetic beads or protein A sepharose beads (Invitrogen). After washing, the crosslinks were reversed by incubation at 65 °C overnight. The samples were then treated with RNaseA at 37 °C for 1.5 h followed by proteinase K at 55 °C for 2 h. Lastly, the immunoprecipitated and input DNA were purified with ChIP DNA Clean & Concentrator (Zymo Research, D5205) and used as templates for qPCR.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data file 1

Supplementary Data file 2

Supplementary Data file 3

Supplementary Data file 4

Supplementary Data file 5

Supplementary Data file 6

Supplementary Data file 7

Supplementary Data file 8

Description of additional supplementary files

Reporting Summary

## Data Availability

The data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database (accession number GSE114951). Data also available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Tan, J. X. & Finkel, T. Mitochondria as intracellular signaling platforms in health and disease. *J. Cell Biol*. **219**, 10.1083/jcb.202002179 (2020).10.1083/jcb.202002179PMC719986132320464

[2] Rath, S. et al. MitoCarta3.0: an updated mitochondrial proteome now with sub-organelle localization and pathway annotations. *Nucleic Acids Res*. 10.1093/nar/gkaa1011 (2020).10.1093/nar/gkaa1011PMC777894433174596

[3] Pfanner N, Warscheid B, Wiedemann N (2019). Mitochondrial proteins: from biogenesis to functional networks. Nat. Rev. Mol. Cell Biol..

[4] Berendzen KM (2016). Neuroendocrine coordination of mitochondrial stress signaling and proteostasis. Cell.

[5] Nargund AM, Pellegrino MW, Fiorese CJ, Baker BM, Haynes CM (2012). Mitochondrial import efficiency of ATFS-1 regulates mitochondrial UPR activation. Science.

[6] Sorrentino V (2017). Enhancing mitochondrial proteostasis reduces amyloid-beta proteotoxicity. Nature.

[7] Haynes CM, Yang Y, Blais SP, Neubert TA, Ron D (2010). The matrix peptide exporter HAF-1 signals a mitochondrial UPR by activating the transcription factor ZC376.7 in *C. elegans*. Mol. Cell.

[8] Nargund AM, Fiorese CJ, Pellegrino MW, Deng P, Haynes CM (2015). Mitochondrial and nuclear accumulation of the transcription factor ATFS-1 promotes OXPHOS recovery during the UPR(mt). Mol. Cell.

[9] Pfanner, N., Warscheid, B. & Wiedemann, N. Mitochondrial proteins: from biogenesis to functional networks. *Nat. Rev. Mol. Cell Biol*. 10.1038/s41580-018-0092-0 (2019).10.1038/s41580-018-0092-0PMC668436830626975

[10] Shpilka T, Haynes CM (2018). The mitochondrial UPR: mechanisms, physiological functions and implications in ageing. Nat. Rev. Mol. Cell Biol..

[11] Lin YF (2016). Maintenance and propagation of a deleterious mitochondrial genome by the mitochondrial unfolded protein response. Nature.

[12] Baker BM, Nargund AM, Sun T, Haynes CM (2012). Protective coupling of mitochondrial function and protein synthesis via the eIF2alpha kinase GCN-2. PLoS Genet..

[13] Rauthan M, Ranji P, Aguilera Pradenas N, Pitot C, Pilon M (2013). The mitochondrial unfolded protein response activator ATFS-1 protects cells from inhibition of the mevalonate pathway. Proc. Natl Acad. Sci. USA.

[14] Deng, P. et al. Mitochondrial UPR repression during *Pseudomonas aeruginosa* infection requires the bZIP protein ZIP-3. *Proc. Natl Acad. Sci. USA*, 10.1073/pnas.1817259116 (2019).10.1073/pnas.1817259116PMC644260730850535

[15] Narendra D, Tanaka A, Suen DF, Youle RJ (2008). Parkin is recruited selectively to impaired mitochondria and promotes their autophagy. J. Cell Biol..

[16] Fukasawa Y (2015). MitoFates: improved prediction of mitochondrial targeting sequences and their cleavage sites. Mol. Cell Proteomics.

[17] Melber A, Haynes CM (2018). UPR(mt) regulation and output: a stress response mediated by mitochondrial-nuclear communication. Cell Res..

[18] Rolland SG (2019). Compromised mitochondrial protein import acts as a signal for UPR(mt). Cell Rep..

[19] Haynes CM, Petrova K, Benedetti C, Yang Y, Ron D (2007). ClpP mediates activation of a mitochondrial unfolded protein response in *C. elegans*. Dev. Cell.

[20] Saxton RA, Sabatini DM (2017). mTOR signaling in growth, metabolism, and disease. Cell.

[21] Dillin A, Crawford DK, Kenyon C (2002). Timing requirements for insulin/IGF-1 signaling in C. elegans. Science.

[22] Zhang, Y. et al. Neuronal TORC1 modulates longevity via AMPK and cell nonautonomous regulation of mitochondrial dynamics in *C. elegans*. *Elife***8**, 10.7554/eLife.49158 (2019).10.7554/eLife.49158PMC671350931411562

[23] Gatsi R (2014). Prohibitin-mediated lifespan and mitochondrial stress implicate SGK-1, insulin/IGF and mTORC2 in *C. elegans*. PLoS ONE.

[24] Mair W (2011). Lifespan extension induced by AMPK and calcineurin is mediated by CRTC-1 and CREB. Nature.

[25] Schalm SS, Blenis J (2002). Identification of a conserved motif required for mTOR signaling. Curr. Biol..

[26] Land SC, Tee AR (2007). Hypoxia-inducible factor 1alpha is regulated by the mammalian target of rapamycin (mTOR) via an mTOR signaling motif. J. Biol. Chem..

[27] Feng J, Bussiere F, Hekimi S (2001). Mitochondrial electron transport is a key determinant of life span in *Caenorhabditis elegans*. Dev. Cell.

[28] Durieux J, Wolff S, Dillin A (2011). The cell-non-autonomous nature of electron transport chain-mediated longevity. Cell.

[29] Labrousse AM, Zappaterra MD, Rube DA, van der Bliek AM (1999). C. elegans dynamin-related protein DRP-1 controls severing of the mitochondrial outer membrane. Mol. Cell.

[30] Stadler M, Artiles K, Pak J, Fire A (2012). Contributions of mRNA abundance, ribosome loading, and post- or peri-translational effects to temporal repression of *C. elegans* heterochronic miRNA targets. Genome Res..

[31] Zhao Q (2002). A mitochondrial specific stress response in mammalian cells. EMBO J..

[32] Benedetti C, Haynes CM, Yang Y, Harding HP, Ron D (2006). Ubiquitin-like protein 5 positively regulates chaperone gene expression in the mitochondrial unfolded protein response. Genetics.

[33] Yoneda T (2004). Compartment-specific perturbation of protein handling activates genes encoding mitochondrial chaperones. J. Cell Sci..

[34] Gass JN, Gunn KE, Sriburi R, Brewer JW (2004). Stressed-out B cells? Plasma-cell differentiation and the unfolded protein response. Trends Immunol..

[35] Ordureau A (2020). Global landscape and dynamics of Parkin and USP30-dependent ubiquitylomes in iNeurons during mitophagic dignaling. Mol. Cell.

[36] Phu L (2020). Dynamic regulation of mitochondrial import by the ubiquitin system. Mol. Cell.

[37] Paix A, Folkmann A, Rasoloson D, Seydoux G (2015). High efficiency, homology-directed genome editing in *Caenorhabditis elegans* using CRISPR-Cas9 ribonucleoprotein complexes. Genetics.

[38] Dokshin GA, Ghanta KS, Piscopo KM, Mello CC (2018). Robust genome editing with short single-stranded and long, partially single-stranded DNA donors in *Caenorhabditis elegans*. Genetics.

[39] Mello CC, Kramer JM, Stinchcomb D, Ambros V (1991). Efficient gene transfer in *C. elegans*: extrachromosomal maintenance and integration of transforming sequences. EMBO J..

[40] Rual JF (2004). Toward improving *Caenorhabditis elegans* phenome mapping with an ORFeome-based RNAi library. Genome Res..

[41] Valenci I, Yonai L, Bar-Yaacov D, Mishmar D, Ben-Zvi A (2015). Parkin modulates heteroplasmy of truncated mtDNA in *Caenorhabditis elegans*. Mitochondrion.

[42] Koopman M (2016). A screening-based platform for the assessment of cellular respiration in *Caenorhabditis elegans*. Nat. Protoc..

[43] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[44] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

[45] Grove C (2018). Using WormBase: a genome biology resource for *Caenorhabditis elegans* and related nematodes. Methods Mol. Biol..

[46] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[47] Wingett SW, Andrews S (2018). FastQ Screen: a tool for multi-genome mapping and quality control. F1000Res.

[48] Blankenberg D (2010). Manipulation of FASTQ data with Galaxy. Bioinformatics.

[49] Ihaka R, Gentleman R (1996). R: A language for data analysis and graphics. J. Comput. Graph. Stat..

[50] Weidberg, H. & Amon, A. MitoCPR-A surveillance pathway that protects mitochondria in response to protein import stress. *Science***360**, 10.1126/science.aan4146 (2018).10.1126/science.aan4146PMC652846729650645

# Supplementary material for: UPRmt scales mitochondrial network expansion with protein synthesis via mitochondrial import in Caenorhabditis elegans
**Source:** Nat Commun. 2021 Jan 20;12:479. doi: 10.1038/s41467-020-20784-y
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **UPR<sup>mt</sup> scales mitochondrial network expansion with protein synthesis via mitochondrial import in *Caenorhabditis elegans***

Tomer Shpilka<sup>1</sup>, YunGuang Du<sup>1</sup>, Qiyuan Yang<sup>1</sup>, Andrew Melber<sup>1</sup>, Nandhitha U. Naresh<sup>1</sup>, Joshua Lavelle<sup>1</sup>, Sookyung Kim<sup>1</sup>, Pengpeng Liu<sup>1</sup>, Hilla Weidberg<sup>2</sup>, Rui Li<sup>1</sup>, Jun Yu<sup>1</sup>, Lihua Julie Zhu<sup>1</sup>, Lara Strittmatter<sup>3</sup> and Cole M. Haynes<sup>1\*</sup>

Supplementary Fig. 1

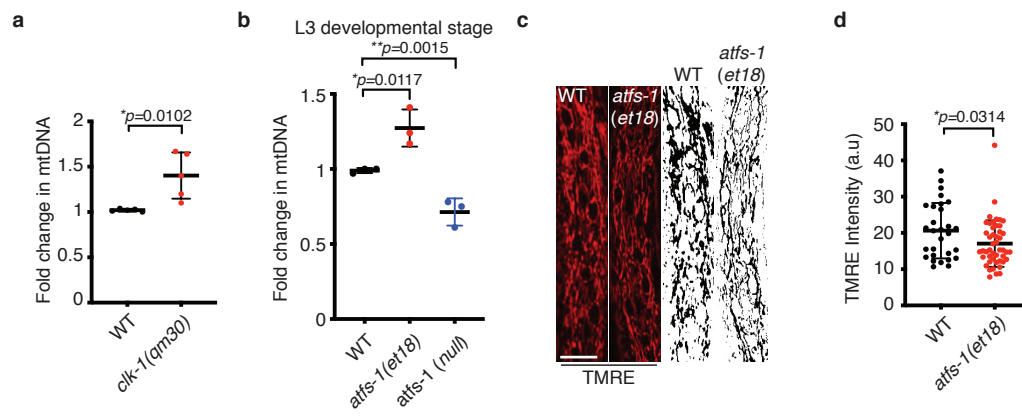

Supplementary Fig. 1. *clk-1(qm30)* harbor more mtDNAs than wildtype worms.

**a.** Quantification of mtDNA in wildtype, and *clk-1(qm30)* worms as determined by qPCR. N=4 biologically independent experiments. Error bars mean  $\pm$  s.d, (Two tailed Student's *t*-test).

**b.** Quantification of mtDNA in wildtype, *atfs-1(et18)* and *atfs-1(null)* worms at the L3 larvae stage, as determined by qPCR. N=3 biologically independent experiments. Error bars mean  $\pm$  s.d, (Two tailed Student's *t*-test).

**c.** TMRE staining of wildtype and *atfs-1(et18)* worms. Skeleton-like binary backbone is presented (right). Scale bar 10  $\mu$ m. Experiments were repeated 3 biologically independent times with similar results.

**d.** Quantification of TMRE intensity of panel 1b. n=29 worms (wildtype) n=47 worms (*atfs-1(et18)*), Error bars mean  $\pm$  s.d (Two tailed Student's *t*-test). a.u- arbitrary units.

Source data are provided as a Source Data file.

Supplementary Fig. 2

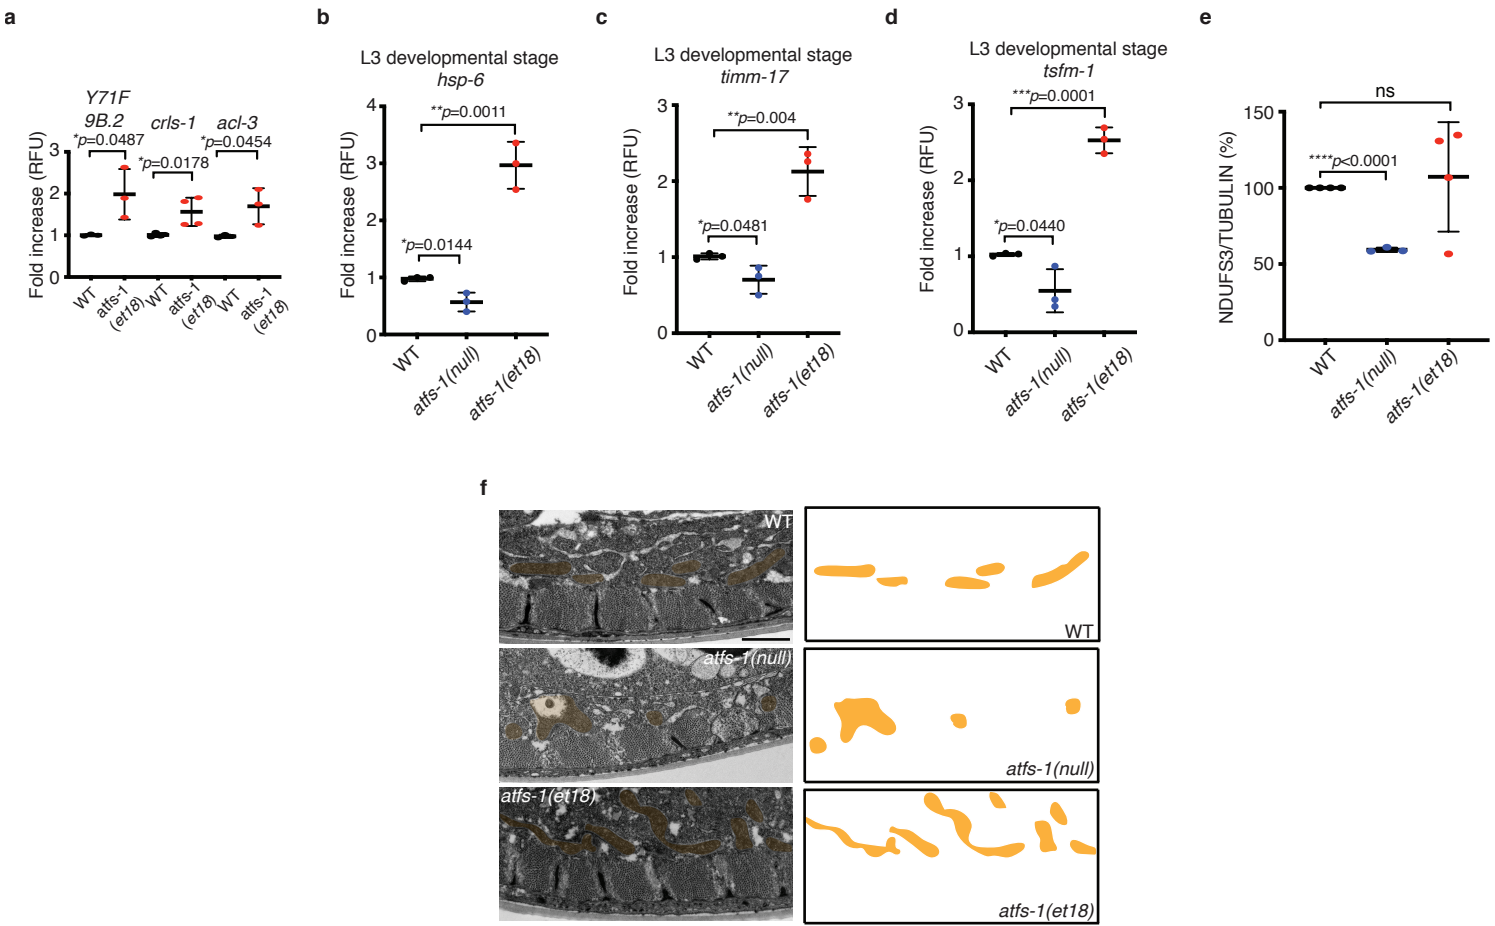

Supplementary Fig. 2. mRNAs encoding for mitochondrial proteins are differentially expressed in *atfs-1(et18)* and *atfs-1(null)* worms relative to wildtype worms.

**a.** Transcript levels of the TAM41 mitochondrial translocator assembly and maintenance homolog (*Y71F9B.2*), acyltransferase-like 3 (*acl-3*) and cardiolipin synthase homolog (*crls-1*) as determined by qRT-PCR in wildtype and *atfs-1(et18)* worms. N=3 or N=4 for *crls-1* biologically independent experiments. Error bars mean +/- s.d, (Two tailed Student's *t*-test). RFU – relative fluorescence units.

**b-d.** Transcript levels of heat shock protein 6 (*hsp-6*) (**b**), translocase of inner mitochondrial membrane 17B.1 (*timm-17B.1*) (**c**) and translation elongation factor mitochondrial 1 (*tsfm-1*) (**d**) as determined by qRT-PCR in wildtype, *atfs-1(null)* and *atfs-1(et18)* L3 worms. N=3 biologically independent experiments. Error bars mean +/- s.d, (Two tailed Student's *t*-test). RFU – relative fluorescence units.

**e.** Quantification of NDUFS3 levels relative to TUBULIN in *pdr-1(tm598)*, *atfs-1(null);pdr-1(tm598)* and *atfs-1(et18);pdr-1(tm598)* strains. N=3 (*atfs-1(null)*), N=4 (*wildtype* and *atfs-1(et18)*) biologically independent experiments. Error bars mean +/- s.d, (Two tailed Student's *t*-test). %-percentage.

**f.** Transmission electron microscopy of body wall muscles of wildtype, *atfs-1(null)* and *atfs-1(et18)*. Mitochondria are highlighted in yellow. Scale bar 1  $\mu$ m.

Source data are provided as a Source Data file.

Supplementary Fig. 3

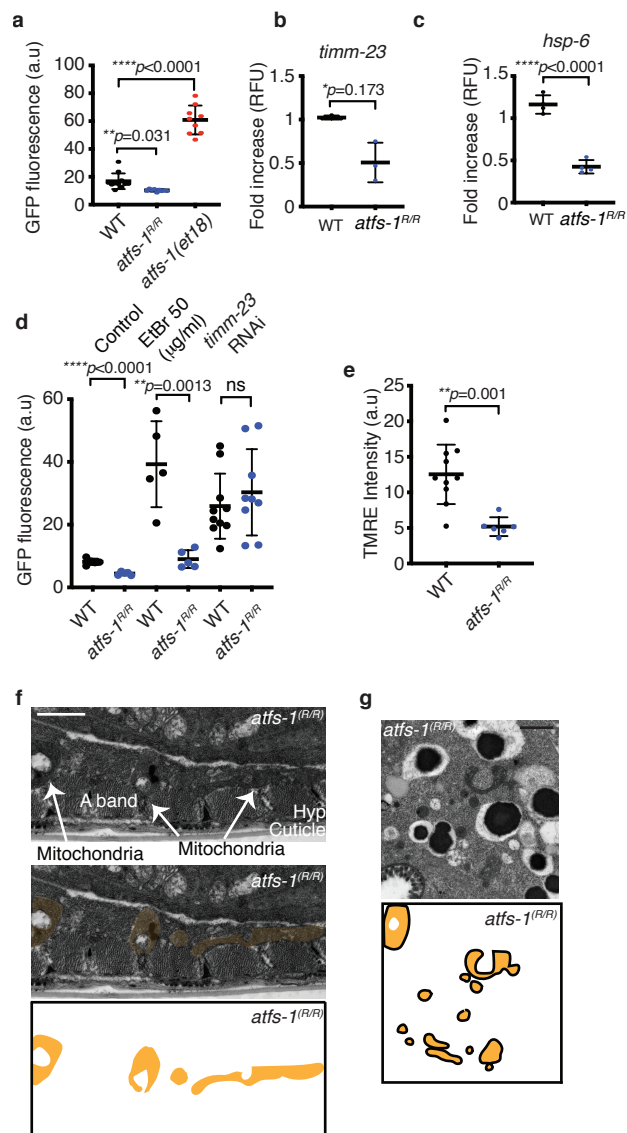

Supplementary Fig. 3. Increasing the strength of the ATFS-1 MTS inhibits the UPR<sup>mt</sup> and perturbs the mitochondrial network.

**a.** Quantification of GFP intensity in wildtype, *atfs-1<sup>R/R</sup>* and *atfs-1(et18)* worms expressing *hsp-6<sub>pr</sub>::gfp*. N=11 worms(wildtype), N=9 worms(*atfs-1<sup>R/R</sup>* and *atfs-1(et18)*). Error bars mean +/- s.d, (Two tailed Student's *t*-test). a.u- arbitrary units.

**b-c.** Transcript levels of translocase of inner mitochondrial membrane-23 (*timmm-23*) (**b**) and of heat shock protein-6 (*hsp-6*) (**c**) as determined by qRT-PCR in wildtype and *atfs-1<sup>R/R</sup>* worms. N=4 (*hsp-6*), N=3 (*timmm-23*) biologically independent experiments. Error bars mean +/- s.d, (Two tailed Student's *t*-test). RFU – relative fluorescence units.

**d.** Quantification of GFP intensity in wildtype and *atfs-1<sup>R/R</sup>* worms expressing *hsp-6<sub>pr</sub>::gfp* and raised on control(RNAi), *timmm-23*(RNAi) or 50 µg/ml EtBr. N=5 worms for control and EtBr. For *timmm-23*(RNAi) N=10,9 worms (wildtype and *atfs-1<sup>R/R</sup>*, respectively). Error bars mean +/- s.d, (Two tailed Student's *t*-test). a.u- arbitrary units.

**e.** Quantification of TMRE intensity in wildtype and *atfs-1<sup>R/R</sup>* worms. N=10,6 worms (wildtype and *atfs-1<sup>R/R</sup>*, respectively). Error bars mean +/- s.d, (Two tailed Student's *t*-test). a.u- arbitrary units.

**f.** Transmission electron microscopy of body wall muscle cells of *atfs-1<sup>R/R</sup>* worms (wildtype control in Figure 2i). Mitochondria are highlighted in yellow. Scale bar 1 µm. Representative images from 5 worms analyzed by EM. N=2 biologically independent experiments with similar results.

**g.** Transmission electron microscopy of intestinal cells of *atfs-1<sup>R/R</sup>* worms. Mitochondria are highlighted in yellow. (wildtype control in Figure 2i). Scale bar 1 µm. Representative images from 5 worms analyzed by EM.

Source data are provided as a Source Data file.

Supplementary Fig. 4

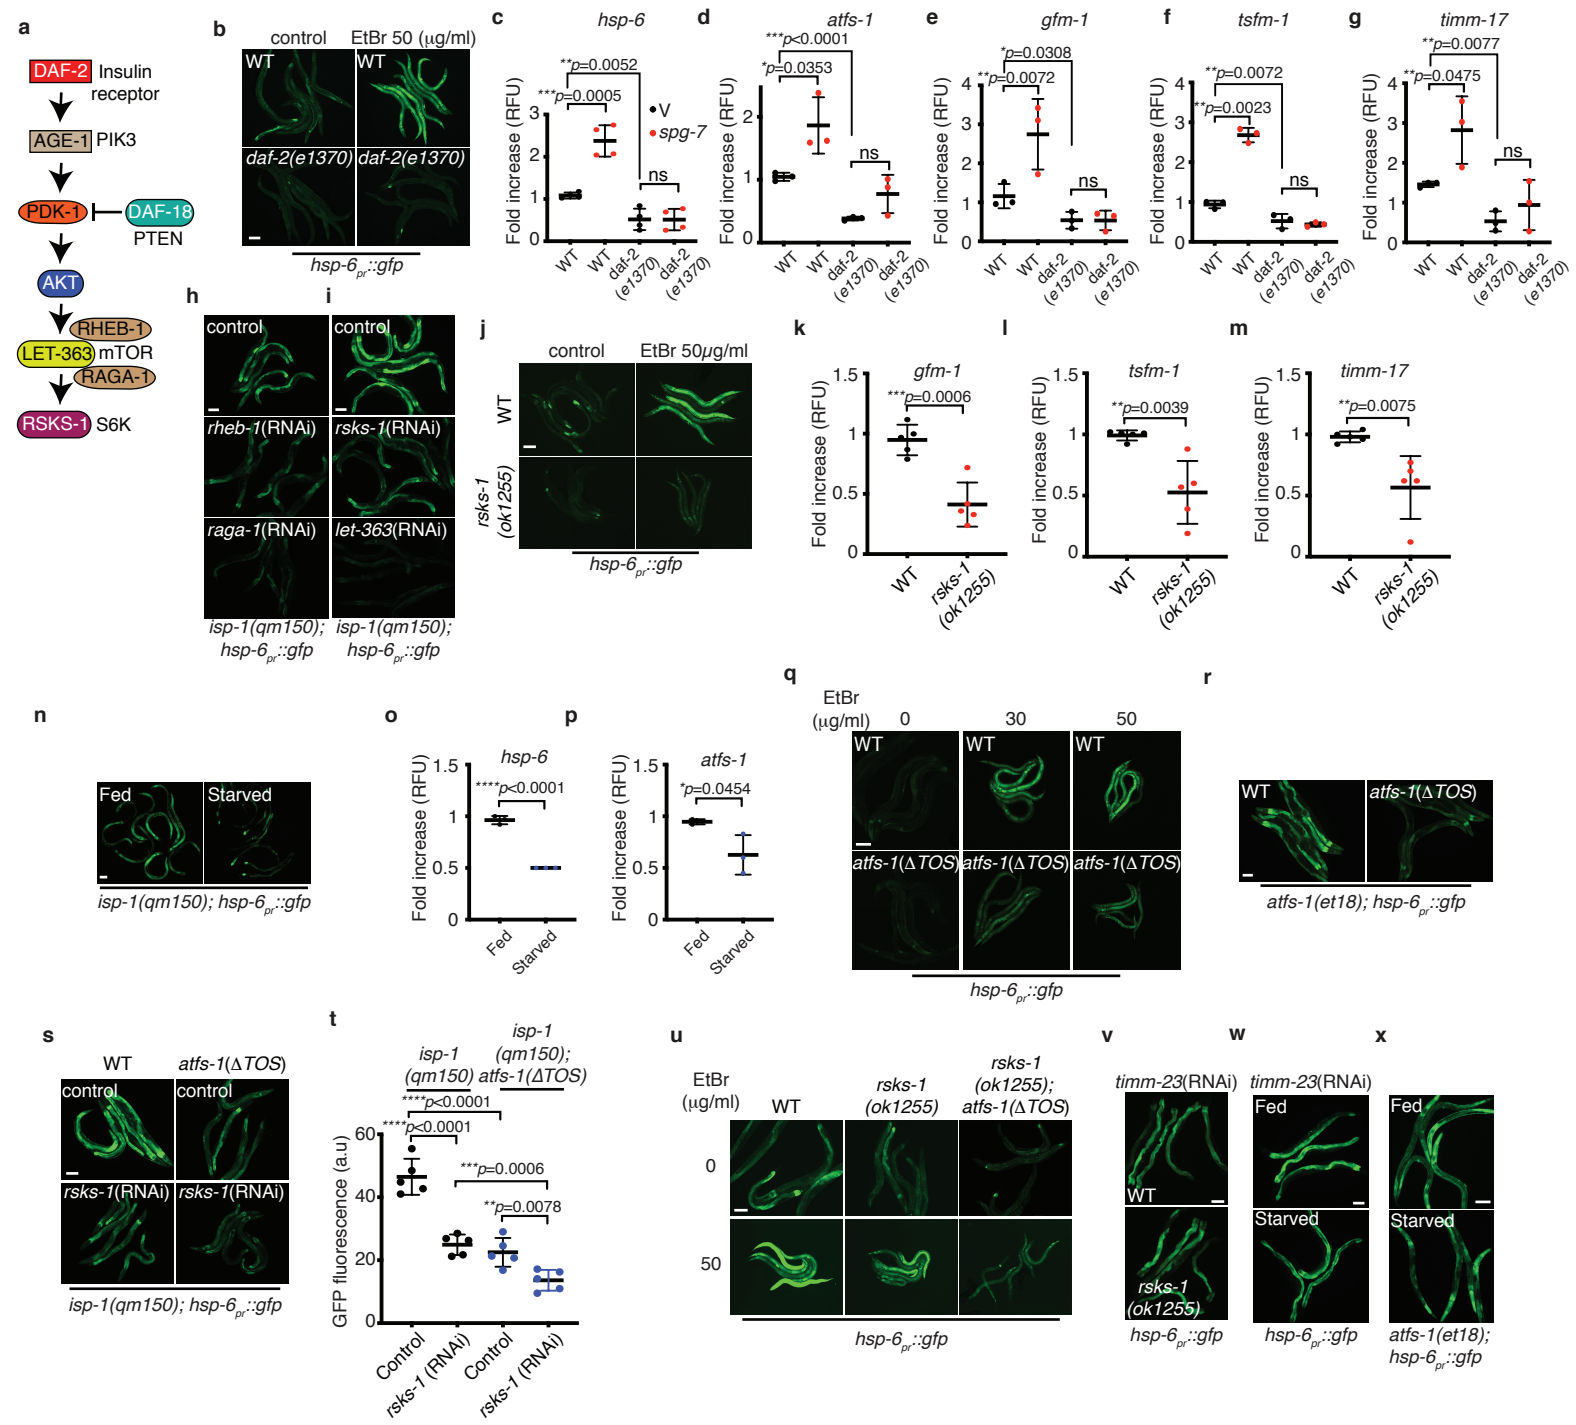

## Supplementary Fig. 4. TORC1 regulates the UPR<sup>mt</sup>

**a.** Schematic of the *C. elegans* insulin-like signaling and TORC1 pathway. Mammalian homologs included. The small GTPase Rheb is required for TORC1 activity, while the GTPase RAGA-1 regulates TORC1 activity in response to amino acid availability.

**b.** *hsp-6<sub>pr</sub>::gfp* and *daf-2(e1370);hsp-6<sub>pr</sub>::gfp* worms raised on control or 50 µg/ml EtBr at 20°C. Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**c-g.** Transcript levels of heat shock protein-6 (*hsp-6*) (**c**), activated transcription factor stress-1 (*atfs-1*) (**d**), G elongation factor mitochondrial 1 (*gfm-1*) (**e**), translation elongation factor mitochondrial 1 (*tsfm-1*) (**f**) and translocase of inner mitochondrial membrane 17B.1 (*timm-17B.1*) (**g**) as determined by qRT-PCR in wildtype and *daf-2(e1370)* strains raised on control(RNAi) or *spg-7*(RNAi) at 20°C. N=4(*hsp-6*), N=3(*atfs-1*, *gfm-1*, *tsfm-1*, *timm-17B.1*) biologically independent experiments. Error bars mean +/- s.d. (Two tailed Student's *t*-test). RFU – relative fluorescence units.

**h.** Photomicrographs of *isp-1(qm150);hsp-6<sub>pr</sub>::gfp* worms raised on control, *rheb-1* or *raga-1*(RNAi). Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**i.** Photomicrographs of *isp-1(qm150);hsp-6<sub>pr</sub>::gfp* worms raised on control, *rsks-1* or *let-363*(RNAi). Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**j.** Photomicrographs of *hsp-6<sub>pr</sub>::gfp* and *rsks-1(ok1255);hsp-6<sub>pr</sub>::gfp* worms raised on 0 or 50 µg/ml EtBr. Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**k-m.** Transcript levels of G elongation factor mitochondrial 1 (*gfm-1*) (**k**), translation elongation factor mitochondrial 1 (*tsfm-1*) (**l**) and translocase of inner mitochondrial membrane 17B.1 (*timmm-17B.1*) (**m**) as determined by qRT-PCR in wildtype and *rsks-1(ok1255)* strains. N=4(*gfm-1*), N=5(*tsfm-1*, *timmm-17B.1*) biologically independent experiments. Error bars mean +/- s.d. (Two tailed Student's *t*-test). RFU – relative fluorescence units.

**n.** Photomicrographs of *isp-1(qm150);hsp-6<sub>pr</sub>::gfp* worms raised to the L4 stage and starved for 1h. Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**o-p.** Transcript levels of heat shock protein-6 (*hsp-6*) (**o**) and activated transcription factor stress-1 (*atfs-1*) (**p**) as determined by qRT-PCR in worms raised to L4 and starved for 1h. N=3 biologically independent experiments. Error bars mean +/- s.d. (Two tailed Student's *t*-test). RFU – relative fluorescence units.

**q.** *hsp-6<sub>pr</sub>::gfp* and *atfs-1(ΔTOS);hsp-6<sub>pr</sub>::gfp* worms raised on 0,30 or 50 µg/ml EtBr. Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**r.** *atfs-1(et18);hsp-6<sub>pr</sub>::gfp* and *atfs-1(et18,ΔTOS);hsp-6<sub>pr</sub>::gfp* worms. Scale bar 0.1mm. Experiments were repeated 3 biologically independent times with similar results.

**s.** *isp-1(qm150);hsp-6<sub>pr</sub>::gfp* and *isp-1(qm150);atfs-1(ΔTOS);hsp-6<sub>pr</sub>::gfp* worms raised on control or *rsks-1(RNAi)*. Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**t.** Quantification of the experiment in panel s. N=5 worms. Error bars mean +/- s.d, (Two tailed Student's *t*-test). a.u- arbitrary units.

**u.** *hsp-6<sub>pr</sub>::gfp*, *rsks-1(ok1255);hsp-6<sub>pr</sub>::gfp* and *rsks-1(ok1255);atfs-1( $\Delta$ TOS);hsp-6<sub>pr</sub>::gfp* worms raised on 0 or 50  $\mu$ g/ml EtBr. Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**v.** Photomicrographs of wildtype and *rsks-1(ok1255);hsp-6<sub>pr</sub>::gfp* worms raised on *tim-23*(RNAi). Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**w.** Photomicrographs of *hsp-6<sub>pr</sub>::gfp* worms raised on *tim-23*(RNAi) to the L4 stage and starved for 24 h. Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

**x.** Photomicrographs of *atfs-1(et18);hsp-6<sub>pr</sub>::gfp* worms raised to the L4 stage and starved for 24 h. Scale bar 0.1 mm. Experiments were repeated 3 biologically independent times with similar results.

Source data are provided as a Source Data file.

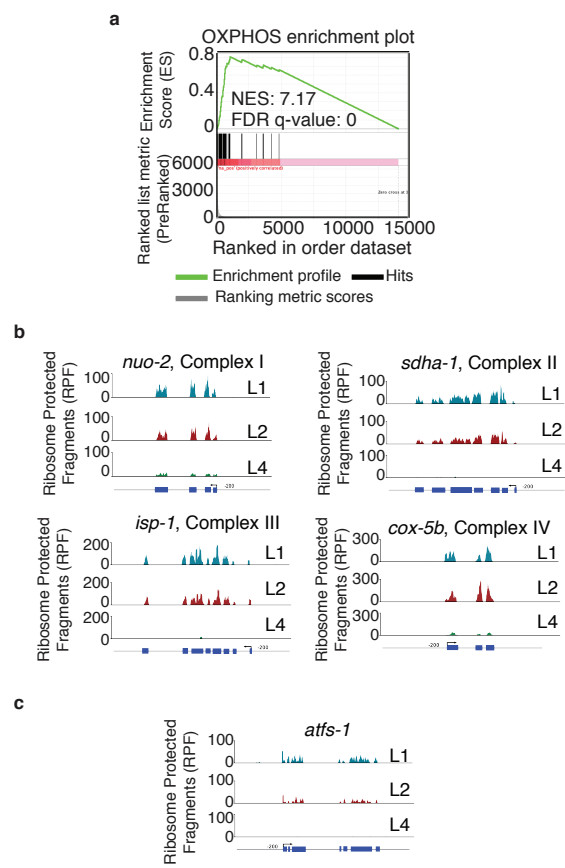

Supplementary Fig. 5. Translation of OXPHOS complex components primarily occurs during the early stages of worm development, similar to ATFS-1.

**a.** Gene Set Enrichment Analysis (GSEA) comparing the expression of OXPHOS genes to all other genes in *C. elegans*. Gene expression abundances were measured and ranked by reads per kilobase per million reads (RPKM) from the RNA-seq data of WT L4 worms. 

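RPKM values were computed from the deposited counts as CPM divided by the length of each gene's exons in kilobases. The OXPHOS genes were those listed under that name in Supplementary Data 4 and 5, *vha* genes included. They were not the WormBase set named in the paper's methods. The lowest percentile of a listed gene was 77.98 (*spe-5*) and the highest 99.99 (*Y82E9BR.3*). The unweighted running sum reached 0.890 in the wild type of experiment 1 and 0.898 in that of experiment 2. Of 10000 random lists of 90 genes drawn from all 46739 genes, the highest median percentile was 70.3. Only 22367 of those genes were above 0 in the wild type of experiment 1. Most lists of expressed genes would therefore rank above such draws, so they do not test the OXPHOS genes against other expressed genes. Ranking by CPM, without gene length, gave a median percentile of 98.49, and leaving out the *vha* genes gave 98.90.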

Each black line represents an OXPHOS gene and each white line represents genes that are not OXPHOS genes.

**b.** Ribosome protected fragments (RPF) profile of four representative OXPHOS complex subunits (*nuo-2* – complex I, *sdha-1* – complex 2, *isp-1* – complex 3 and *cox-5b* -complex 4) at different larval developmental stages (L1, L2 and L4).

**c.** Ribosome protected fragments (RPF) profile of *atfs-1* at the L1, L2, and L4 larval developmental stages.

Supplementary Fig. 6

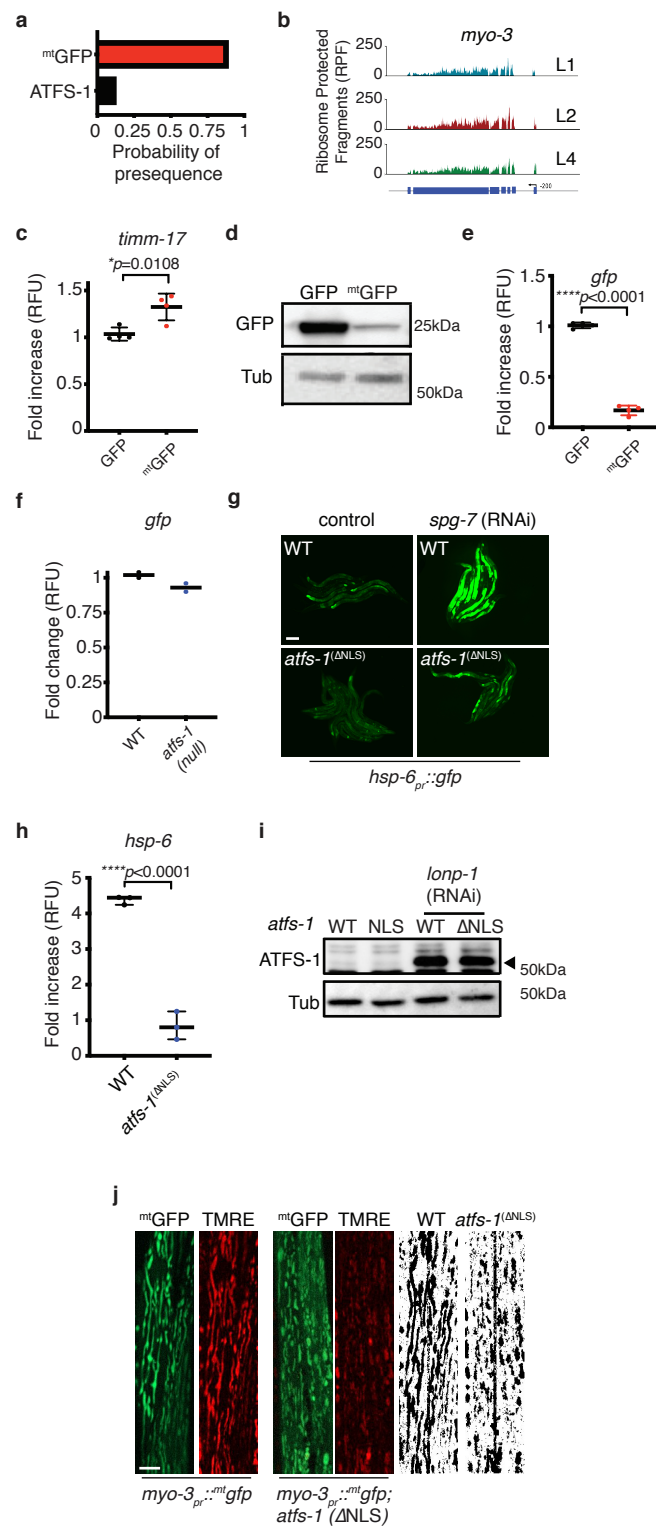

## Supplementary Fig. 6. Mitochondrial expansion is regulated by mitochondrial protein import

**a.** Mitochondrial targeting sequence probability prediction using MitoFates. The MTS of aspartate aminotransferase (amino acids 1-24) (AST) fused to GFP (red) and ATFS-1 (black) are presented.

**b.** Ribosome protected fragments (RPF) profile of *myo-3* at the L1, L2, and L4 larval developmental stages.

**c.** Transcript levels of translocase of inner mitochondrial membrane-17 (*timmm-17*) as determined by qRT-PCR in *myo-3<sub>pr</sub>::gfp* and in *myo-3<sub>pr</sub>::<sup>mt</sup>gfp* worms. N=4 biologically independent experiments. Error bars mean +/- s.d, (Two tailed Student's *t*-test). RFU – relative fluorescence units.

**d.** Immunoblots of GFP and Tubulin in *myo-3<sub>pr</sub>::gfp* and *myo-3<sub>pr</sub>::<sup>mt</sup>gfp* expressing worms.

**e.** Transcript levels of green fluorescent protein (*gfp*) as determined by qRT-PCR in *myo-3<sub>pr</sub>::gfp* and *myo-3<sub>pr</sub>::<sup>mt</sup>gfp* worms. N=4 biologically independent experiments. Error bars mean +/- s.d (Two tailed Student's *t*-test). RFU – relative fluorescence units.

**f.** Transcript levels of green fluorescent protein (*gfp*) as determined by qRT-PCR in *myo-3<sub>pr</sub>::<sup>mt</sup>gfp* and in *atfs-1(null);myo-3<sub>pr</sub>::<sup>mt</sup>gfp* worms. N=2 biologically independent experiments.

**g.** *hsp-6<sub>pr</sub>::gfp* and *atfs-1<sup>(ΔNLS)</sup>;hsp-6<sub>pr</sub>::gfp* worms raised on control or *spg-7*(RNAi).

Scale bar 0.1 mm. N=3 biologically independent experiments with similar results.

**h.** Transcript levels of heat shock protein-6 (*hsp-6*) as determined by qRT-PCR in wildtype and *atfs-1<sup>(ΔNLS)</sup>* worms raised on *spg-7*(RNAi). N=3 biologically independent

experiments. Error bars mean +/- s.d. (Two tailed Student's *t*-test). RFU – relative fluorescence units.

i. Immunoblots of wildtype and *atfs-1*<sup>( $\Delta$ NLS)</sup> worms raised on control or *lonp-1*(RNAi).

ATFS-1 (►). N=3 biologically independent experiments with similar results.

j. TMRE staining of wildtype and *atfs-1*<sup>( $\Delta$ NLS)</sup> worms expressing *myo-3<sub>pr</sub>::mtgfp*. Scale bar

10  $\mu$ m. Skeleton-like binary backbone are presented to the right. N=3 biologically

independent experiments with similar results.

Source data are provided as a Source Data file.

# Supplementary material for: UPRmt scales mitochondrial network expansion with protein synthesis via mitochondrial import in Caenorhabditis elegans
**Source:** Nat Commun. 2021 Jan 20;12:479. doi: 10.1038/s41467-020-20784-y
**Supplement:** Supplementary file 10 — Description of additional supplementary files

Description of additional supplementary files

Title: Supplementary Data file 1.

Description: Transcripts encoding mitochondria-localized proteins and glycoysis components regulated by *atfs-1(et18).* N=3 biologically independent experiments. 

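The list gives the paper's fold change and p-value for each gene, in sections for mitochondrial functions and one for glycolysis. Its 143 genes were all found among the deposited counts. In *atfs-1(et18)*, 103 were higher and 1 was lower than in wild type at edgeR's adjusted p under 0.05, and 141 and 2 at an unadjusted p under 0.05.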

Table analyzed by Two tailed student *t* test.

Title: Supplementary Data file 2.

Description: Transcripts encoding mitochondrial-localized proteins and glycolysis components expressed less in atfs-1(null) relative to wildtype worms. 

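The deposited counts hold all 141 genes of the list. In *atfs-1(null)*, 120 were lower and 16 were higher than in wild type at edgeR's adjusted p under 0.05. The largest change in the section of mitochondrial dynamics was a rise of *fis-1* (WBGene00001424, chromosome II from 6755142 to 6755965), from 1.43 ± 0.455 to 8.17 ± 3.72 CPM (SD, n = 3), with a log2 fold change of 2.51 (standard error 0.43, adjusted p = 0.00233). *mppa-1* (WBGene00022159, chromosome I from 1740647 to 1751055) had a log2 fold change of -1.35 (standard error 0.11, adjusted p = 0.000215), and 271 of its exon bases overlap *tln-1* on the other strand. *phb-1* (WBGene00004014, chromosome I from 2071352 to 2072547) changed by -1.15 (standard error 0.09, adjusted p = 0.000221) and *ddp-1* (WBGene00000941, chromosome III from 1859888 to 1860374) by -1.10 (standard error 0.10, adjusted p = 0.000284). *nfs-1* (WBGene00015021, chromosome I from 10736697 to 10739911) changed by -0.65 (standard error 0.09, adjusted p = 0.00105). *coq-1* and *Y69A2AL.2* changed by -1.22 (adjusted p = 0.000295) and -0.94 (adjusted p = 0.00937). In glycolysis, *gpd-1* (WBGene00001683, chromosome II from 10394114 to 10395348) rose from 7.35 ± 1.73 to 69.1 ± 27.4 CPM (SD, n = 3), with a log2 fold change of 3.23 (standard error 0.30, adjusted p = 0.000323). The genes of its family are similar, so the counting could have split reads between them.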

N=3 biologically independent experiments. Table analyzed by Two tailed student t test.

Title: Supplementary Data file 3.

Description: Transcripts encoding mitochondria-localized proteins and glycoysis components regulated by atfs-1(et18) and atfs-1(null). 

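Of the 106 genes in this list, 74 were higher and 1 was lower in *atfs-1(et18)* at edgeR's adjusted p under 0.05. In *atfs-1(null)*, 88 were lower and 12 were higher. The median log2 fold change of the list was 0.53 in *atfs-1(et18)* and -0.70 in *atfs-1(null)*.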

N=3 biologically independent experiments. Table analyzed by Two tailed student t test.

Title: Supplementary Data file 4.

Description: Transcripts encoding OXPHOS and citric acid cycle regulated by atfs-1(null). 

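In *atfs-1(null)* worms, 94 of the 103 listed genes were lower and 8 were higher than in wild type at edgeR's adjusted p under 0.05. The gene with the largest change of complex I was *gas-1* (WBGene00001520, chromosome X from 15586813 to 15590397), with 326 ± 18.0 CPM in wild type and 114 ± 13.2 in *atfs-1(null)* (SD, n = 3), a log2 fold change of -1.51 (standard error 0.11, adjusted p = 0.000191). In complex II, *sdha-2* (WBGene00016392, chromosome I from 10683268 to 10685624) rose by 1.49 (standard error 0.24, adjusted p = 0.00175), while its paralog *sdha-1* was lower. *cytb-5.1* of complex III (WBGene00007848, chromosome X from 14001902 to 14003069) changed by -2.07 (standard error 0.12, adjusted p = 0.000177) and *cox-6C* of complex IV (WBGene00017926, chromosome IV from 126731 to 127636) by -1.03 (standard error 0.12, adjusted p = 0.000494). In the section listed as complex V, which includes the *vha* genes, *vha-18* (WBGene00018698, chromosome V from 8411776 to 8413482) rose by 2.43 (standard error 0.23, adjusted p = 0.000314). *aco-1* of the section listed as the TCA cycle (WBGene00000040, chromosome X from 11339874 to 11343568) fell from 736 ± 49.3 to 206 ± 42.2 CPM (SD, n = 3), a log2 fold change of -1.83 (standard error 0.16, adjusted p = 0.000251).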

N=3 biologically independent experiments. Table analyzed by Two tailed student t test.

Title: Supplementary Data file 5.

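The 27 transcripts of this list have 21 genes below and 6 above wild type in *atfs-1(et18)* at an unadjusted p under 0.05, and 5 below and 4 above at edgeR's adjusted p under 0.05. *C14B9.10* of complex III (WBGene00015755, chromosome III from 8130864 to 8132442) had the largest fall past the threshold in its section, with a log2 fold change of -0.45 (standard error 0.10, adjusted p = 0.0328). In complex V the largest change past the threshold was a rise of *MTCE.12*, encoded in mtDNA from 2634 to 3235 (WBGene00010960). It rose from 1285 ± 56.4 to 1651 ± 173 CPM (SD, n = 3), a log2 fold change of 0.36 (standard error 0.10, adjusted p = 0.0480). It did not pass in 2 of 11 alternatives. *acly-2* of the TCA cycle section (WBGene00007150, chromosome V from 13116503 to 13120135) rose by 0.88 (standard error 0.16, adjusted p = 0.0176). Of the 6 fits with a library left out, *C14B9.10* did not pass in 4, *MTCE.12* in 5 and *acly-2* in 3.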

Description: Transcripts encoding OXPHOS and citric acid cycle regulated by atfs-1(et18). N=3 biologically independent experiments. Table analyzed by Two tailed student t test.

Title: Supplementary Data file 6.

Description: Primers used in this study

Title: Supplementary Data file 7.

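Genes past edgeR's adjusted threshold in *atfs-1(et18)*, with an average of at least 1 CPM, were ranked by fitted log2 fold change. The largest rises were those of *C09E7.8*, *F22B3.7*, *F22B3.5*, *C38D9.2* and *F15D4.5*. *C09E7.8* was at least 168.9-fold higher. *F22B3.7* (WBGene00009038, chromosome IV from 11417581 to 11421796) had 0.0805 ± 0.0524 CPM in wild type and 63.2 ± 4.21 in *atfs-1(et18)* (SD, n = 3), a log2 fold change of 9.47 (standard error 0.37, adjusted p = 6.7e-05). *C38D9.2* (WBGene00008010, chromosome V from 17567513 to 17571603) changed by 7.54 (standard error 0.27, adjusted p = 7.8e-05) and *F15D4.5* (WBGene00008862, chromosome II from 13245430 to 13247774) by 7.22 (standard error 0.29, adjusted p = 0.000164). *F22B3.5* (WBGene00009036, chromosome IV from 11415598 to 11416824) was at least 28.4-fold higher, since its wild-type libraries had 0 counts. The largest falls in that ranking were those of *K03B8.6*, *gly-20*, *F55C10.4*, *col-154* and *col-155*, all on chromosome V between 11282572 and 11409540. *K03B8.6* (WBGene00010524) was at least 379.9-fold lower, *gly-20* (WBGene00001645) at least 448-fold lower, *F55C10.4* (WBGene00010108) at least 77.8-fold lower and *col-154* (WBGene00000727) at least 592-fold lower. *K03B8.6* shares 455 of its exon bases with *K03B8.8* on the other strand. *col-155* (WBGene00000728) fell from 105 ± 14.1 to 0.105 ± 0.0376 CPM (SD, n = 3), a log2 fold change of -9.89 (standard error 0.33, adjusted p = 4.8e-05).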

Description: Differentially expressed genes in atfs-1(et18) relative to wildtype worms. N=3 biologically independent experiments. Table analyzed by Two tailed student t test.

Title: Supplementary Data file 8.

Description: Differentially expressed genes in atfs-1(null) relative to wildtype worms. 

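In *atfs-1(null)*, the largest rises by fitted log2 fold change past edgeR's adjusted threshold were those of *C09E7.8*, *F40B5.1*, *T27A8.2*, *sea-1* and *F14H3.3*. Each had at most 3 counts in every wild-type library, so each fold is a lower bound and other genes may have risen as much. *C09E7.8* (WBGene00015642, chromosome III from 6553575 to 6558575) was at least 249.7-fold higher and *sea-1* (WBGene00004750, chromosome II from 3671911 to 3673590) at least 41.3-fold higher. *F14H3.3* (WBGene00008822), *F40B5.1* (WBGene00018225) and *T27A8.2* (WBGene00012074) were at least 41.1-fold, 19.9-fold and 17.3-fold higher. The largest falls besides *atfs-1* were those of *B0205.13*, *Y105C5A.1271*, *rips-1* and *Y48E1B.8*. *Y48E1B.8* (WBGene00013007, chromosome II from 13585727 to 13589038) fell from 54.6 ± 6.75 to 1.90 ± 0.162 CPM (SD, n = 3), a log2 fold change of -4.84 (standard error 0.15, adjusted p = 6.0e-05). *Y105C5A.1271*, a pseudogene (WBGene00194667, chromosome IV from 15649825 to 15650906), changed by -5.41 (standard error 0.31, adjusted p = 0.000177). *B0205.13* (WBGene00044644, chromosome I from 10727751 to 10728795) changed by -5.52 (standard error 0.57, adjusted p = 0.000365). *rips-1* (WBGene00019963, chromosome V from 3772058 to 3775546) changed by -4.99 (standard error 0.49, adjusted p = 0.000424), and 640 of its exon bases overlap *cysl-3* on the other strand.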

N=3 biologically independent experiments. Table analyzed by Two tailed student t test.

# Supplementary material for: UPRmt scales mitochondrial network expansion with protein synthesis via mitochondrial import in Caenorhabditis elegans
**Source:** Nat Commun. 2021 Jan 20;12:479. doi: 10.1038/s41467-020-20784-y
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ ☐ A description of all covariates tested
  - ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Images were collected with the Zen2.3 blue edition microscope from Zeiss. Blots were taken with Bio-Rad molecular imager ChemiDoc XRS+. Radiolabeled gels were scanned using a Typhoon Trio scanner (Amersham).

#### Data analysis

Blots and images were analyzed via Fiji (version 2.0.0-rc-69/1.52p). GraphPad PRISM 8 software was used to create the graphs. GSEA was performed with GSEA 3.0 software. Ribosome profiling data were analyzed with FastQC (version 0.11.9), BWA (Version 0.7.5), SAMtools (version 0.1.19) and data was plotted using R (Version 3.5.2).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The raw data for the deep seq analysis that appears in supplementary tables 1-5 and supplementary tables 7-8 is publicly available. The data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114951>] (accession no. GSE114951). Data also available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes were not predetermined based on statistical methods. Sample sizes were based on previous experiments that yielded consistent and reproducible results in different worm strains.

1. All hsp-6pr::GFP imaging experiments were blindly tested via fluorescent microscopy for more than 100 worms per strain per condition per experiment before images were taken. Sample size was not determined because all the worms under each condition showed similar phenotypes. A Representative result from 3 biological independent experiments are presented. All experiments had consistent results.
2. For qPCR mRNA quantification and for deep seq experiments, approximately ~2000 worms were used per strain per condition per experiment.
3. For mtDNA quantification (30 worms were used per strain per experiment). From our pre-testing we obtain reproducible and consistent mtDNA quantification results from N>10 worms.
4. For developmental assays, at least 150 worms were tested per experiment. Experiments were repeated 2 biologically independent times with similar results.
5. Seahorse experiments included 90 worms (10 worms per well) and repeated 3 biologically independent times with similar results. Sample size was chosen according to: PMID: 27583642.
6. For ChIP experiments, approximately 3e+04 gravid adults were bleached and the progeny approximately 3e+06) was used per strain per experiment.
7. For TMRE intensity, at least 10 worms were analyzed per strain per condition per experiment.
8. For western blot analysis, approximately ~2000 worms were used per strain per condition per experiment.
9. For EM analysis we analyzed 5 different worms from each strain.

### Data exclusions

No data was excluded from the analysis

### Replication

All experiments were performed at least three times yielding similar results and comprised of biological replicates except for developmental assays, the null GFP qPCR and the ChIP. The results from the null GFP qPCR and the ChIP yielded similar results.

### Randomization

For all experiments worms were pooled and randomly allocated to different plates and treatments.

### Blinding

Blind group allocation was done for: Intensity measurements, fluorescent images and developmental assays as they may be subjected to human error. All other experiments were not blinded as they rely on objective instrument measurements such as for the qPCR analysis, deep seq and seahorse experiments.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

- | n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

- | n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Antibodies against  $\alpha$ -tubulin were purchased from Calbiochem (CP06). GFP and NDUFS3 from Abcam (ab6556 and ab14711 respectively). Antibodies for ATFS-1 were previously described PMID: 22700657. All antibodies were diluted 1:2000 except for ATFS-1 which was diluted 1:1000.

### Validation

Validation for the ATFS-1 antibody was described previously: PMID: 22700657.

Validation statement from the company: Tubulin (CP06) Recognizes the ~60 kDa tubulin protein found in all eukaryotic cells. NDUFS3(ab14711): validated in 23671424 and 27610574 GFP (ab6556)- validated in 27506200

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                            |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293 cells - Human embryonic kidney. From ATCC.                                                          |
| Authentication                                                       | Cell lines were authenticated by morphology                                                                |
| Mycoplasma contamination                                             | All cell lines were confirmed negative for mycoplasma contamination.                                       |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | L4 hermaphrodites of the roundworm <i>Caenorhabditis elegans</i> were used in this study, except for supplementary figure 1b and supplementary figure 2b-d where L3 hermaphrodites were used. |
| Wild animals            | This study did not involve wild animals                                                                                                                                                       |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                  |
| Ethics oversight        | No ethical approval was required.                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

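Transcript levels were measured by RNA-seq in L4 worms of the wild-type strain N2, *atfs-1(null)* and *atfs-1(et18)*. The worms came from 2 experiments, and each experiment had its own 3 wild-type libraries and 3 libraries of a mutant strain. The conditions, experiments and replicate numbers were taken from the sample labels and the paper's methods, and all 12 libraries were used.

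The authors aligned single reads to WBcel235 and deposited the raw counts of reads per gene, with no normalization. The labels name featureCounts as the counting tool for the libraries of experiment 1 only. The aligner, the annotation release, the use of strand and the treatment of reads that match several places are not named in the paper's text. The deposited table also gives the length of each gene's exons. It lists 46739 genes, and 43720 of them had a symbol in the names table used. The coordinates are those in the deposited table. Of the named genes, 15 of 59 have exons that overlap another gene, 4 of them over more than 10% of their exon bases. A genome sequence and a check of GC content were not used here.

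Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter on low counts (a minimum count of 10 and a minimum total of 15), the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05 over all genes tested. Each mutant was compared only with the wild type of its own experiment. The difference between the strains was tested in one fit of all 12 libraries. CPM, the counts scaled by library size and TMM factor, were computed after TMM normalization, and a gene with at most 3 counts in every library of a group was given a fold only as a lower bound. Gene sets were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01. RPKM values for the OXPHOS genes were computed from the deposited counts and gene lengths, with 10000 random lists as a description. DESeq2 1.42.0 was used as an alternative. Python 3.11 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the other steps.

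Total counts per library lay between 24090660 and 37050803. Total counts of the *atfs-1(et18)* libraries were all below those of their wild type, while those of *atfs-1(null)* overlapped. The TMM factors lay between 0.896 and 0.929 in wild type and between 1.05 and 1.11 in *atfs-1(null)* in experiment 1, and between 0.975 and 1.02 in both groups of experiment 2. The floors cover counting error only. The biological coefficient of variation was 0.234 in experiment 1 and 0.242 in experiment 2. Counts of replicates differed by more than the sampling noise in every pair, so no pair was treated as the same library. This comparison does not show that the replicates were prepared independently.

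The fits were tested on simulated counts drawn from the means of real libraries, with 200 genes changed and a dispersion of 0.05. Of these, edgeR called 158 (79.0%) among 15263 genes tested, all in the right direction, with 4 other genes called. DESeq2 called 153 of the 200 among 22025 genes with 20 others, and the fit with the replicate block called 157 of the 200 among 15263 genes with 6 others. The test of the difference between the strains called 100 of the 200 among 15501 genes with 2 others. A further set of genes was given a small shift, and its genes were not counted among the others. The simulation had the same dispersion for every gene, no pairing of replicates and no deviating library. It therefore does not test the error rate or the scaling where most genes pass, as in *atfs-1(null)*.

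The alternatives were DESeq2, scaling by library size alone, other filters on low counts, an unadjusted threshold, robust estimation, all 12 libraries in one fit, removal of the trend with gene length, the replicate number as a block, and leaving out each library in turn. The pairing of libraries comes from the replicate numbers in their labels. The correlations of same-numbered libraries, as deviations from their group means across genes, were -0.05, 0.47 and 0.27 in experiment 1 and 0.55, 0.46 and 0.11 in experiment 2.

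The genes named in the text are those the paper names for these strains, the gene with the largest change past the threshold and no overlap between the groups in each section of Supplementary Data 1, 2, 4 and 5, and the 5 largest rises and 5 largest falls in each strain among genes past the threshold with an average log2 CPM of at least 0 and no overlap between the groups. Rises and falls were ranked by fitted log2 fold change, also where the fold is only a lower bound. Measurements by qRT-PCR, immunoblot, microscopy and mtDNA quantification, and the ribosome profiling data, were not analysed here.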

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

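Among the tests in this part, those of the splits for the difference between the strains, of the replicate components, of the chromosome V genes, of *C09E7.8* and of the genes with the most counts were chosen only after the result was seen.

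The change against wild type differed between *atfs-1(null)* and *atfs-1(et18)* for 7925 of 16188 genes in the test of the difference. The difference of the log2 fold changes, *atfs-1(et18)* minus *atfs-1(null)*, was 6.51 for *atfs-1*, 9.94 for *B0205.13* and 7.17 for *rips-1*, and -12.60 for *gly-20*, which was at least 448-fold lower in *atfs-1(et18)*. The wild-type libraries of experiment 1 varied for *B0205.13* (15.0 ± 9.77 CPM, SD, n = 3) and *rips-1* (222 ± 124 CPM, SD, n = 3), and 640 exon bases of *rips-1* overlap *cysl-3*. Of the 32 splits that parted all same-numbered libraries in both experiments, 5 gave as many genes, and all 5 kept experiment 1 as labelled. With the labels of *atfs-1(et18)* and its wild type exchanged, 10173 genes passed. The highest count with experiment 1 not as labelled was 89, and the lowest with it as labelled was 4683. The number of genes is therefore carried by experiment 1, and it does not show that the 2 alleles act in opposite directions. Strain and experiment cannot be told apart, since each mutant was sequenced with its own wild type.

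Families of genes that the paper does not discuss shifted in *atfs-1(null)*. The 28 major sperm protein genes (*msp-*) had a median log2 fold change of 3.10 and the 6 vitellogenin genes (*vit-*) of 3.85, while the medians of the wild-type libraries ranged over 1.34 and 1.82. The 122 collagen genes (*col-*) had a median of 0.70, within their wild-type range of 0.79. The 2210 genes on the X chromosome had a median of -0.72, with 1280 lower and 266 higher. Across the scalings the medians lay between 2.84 and 3.35 for the *msp-* genes, between 3.85 and 4.07 for the *vit-* genes, and between -0.68 and -0.65 relative to all genes for the X chromosome. Members of the *msp-*, *vit-* and *col-* families are similar to each other, and a splitting of reads between them was not tested here.

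A candidate explanation is a difference in developmental or germline stage between *atfs-1(null)* and wild-type libraries. In *atfs-1(et18)* the medians were 0.47 for *msp-*, 1.19 for *vit-* and -0.27 for *col-* genes, within the wild-type ranges of 1.29, 2.75 and 0.51, and 0 *msp-* or *vit-* genes passed, also at an unadjusted p under 0.05, although 3 *vit-* genes passed with the replicate block. The X chromosome was lower in *atfs-1(et18)* too, with a median of -0.19 over 2188 genes, 260 lower and 119 higher, or 352 and 169 with the replicate block. As a test on other libraries, the first component of the deviations between replicates was taken from the experiment that did not enter the comparison. The medians of the *msp-*, *vit-* and *col-* genes were 1.70, 2.97 and -0.14 on the component of all 6 libraries of experiment 2, and 0.75, 1.56 and 0.0722 on that of its 3 wild-type libraries. In experiment 1 they were 1.12, -1.004 and 0.25, and 0.88, 0.88 and -0.0032. The *msp-* genes set the sign of each component, and genes of a family vary together, so these values cannot tell whether a component follows stage. The component of all 6 libraries of experiment 2 was carried largely by *atfs-1(et18)* replicate 2, with a score of 0.755, while the other scores lay between -0.487 and 0.231. The log2 fold changes in *atfs-1(null)* had a correlation across genes of 0.771 with the component of all 6 libraries of experiment 2, and of 0.467 with that of its 3 wild-type libraries alone. Those in *atfs-1(et18)* had correlations of -0.27 and 0.0872 with the components of experiment 1. Genes are not independent replicates. With the component of all 6 libraries, or of the wild-type libraries alone, regressed out, the median of the 2139 X chromosome genes tested in both strains went from -0.74 to -0.32 or -0.62, so neither component fully accounted for it. Variation of the kind seen between replicates, which may include stage, could therefore explain part of the changes in *atfs-1(null)*, and an effect of *atfs-1* on these genes cannot be told apart from a difference in stage.

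Other technical explanations were tested for the number of changed genes. With the trend with gene length removed, 94.6% of the calls in *atfs-1(null)* and 88.6% of those in *atfs-1(et18)* were kept. Library totals of *atfs-1(null)* and wild type overlapped, and 19.0% of its calls were in the quartile of genes with the lowest counts. In *atfs-1(et18)*, whose totals were all below those of wild type, 26.0% of the calls were in that quartile, and at least 92.9% of the calls were kept in each of 3 draws with every library thinned to 24090660 counts. The 10 genes with the most counts took at most 6.35% of a library in experiment 1 and 6.02% in experiment 2.

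On chromosome V, 5 genes between 11282572 and 11409540 had at most 2 counts in every *atfs-1(et18)* library and at least 18 in every wild-type library of experiment 2. They are *gly-20*, *C03E10.3*, *col-154*, *F55C10.4* and *K03B8.6*. In the same stretch *col-155* had 2, 2 and 4 counts in *atfs-1(et18)*. Just before the stretch *clec-223* had 0 counts in every *atfs-1(et18)* library and between 12 and 19 in wild type. *C03E10.3* and *clec-223* were chosen after their values were seen. The stretch of 126969 bases ends 2784145 bases before the start of *atfs-1*. A strain variant that removes or silences genes is a candidate explanation. The 11 other genes between *gly-20* and *K03B8.6* with counts in *atfs-1(et18)* all lie between *C03E10.3* and *col-154*, so the genes with few or no counts stand on both sides of them. This speaks against 1 removal of the whole stretch but not against separate variants on the 2 sides, and the counts cannot tell a removal from a silencing. The median log2 fold change in *atfs-1(null)* of the 5 genes with at most 2 counts was -0.18. Of 35 genes with an absolute log2 fold change above 5 in *atfs-1(et18)*, 15 had another within 50000 bases, where 10000 random draws had a median of 0 and a highest count of 12. In *atfs-1(null)* it was 33 of 75 genes, with 6 and 20 in random draws. Neighbours may share a strain difference or a local regulation, and these counts do not separate the 2.

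*C09E7.8* had 0 or 1 count in every wild-type library and between 359 and 1117 counts in every mutant library. It was at least 249.7-fold higher in *atfs-1(null)* and at least 168.9-fold higher in *atfs-1(et18)*. Both folds are lower bounds, so the difference between the strains in the fit, 1.19 on the log2 scale, cannot tell whether the alleles differ, and the gene was chosen for being higher in both. Only 3 genes had an absolute log2 fold change above 5 in the same direction in both strains, *C09E7.8*, *Y105C5A.1271* and *col-95*, and 0 of them lay within 50000 bases of *C09E7.8*. A difference between the wild-type stock and both mutant stocks could give this pattern, and with no other wild-type stock the 3 genes cannot tell it from an effect of *atfs-1*.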

How the results depend on the processing

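In this part no test was chosen after the result was seen, and the alternatives were chosen before the data were examined, as were the designs and the rule for named genes, except for the filter of at least 1 CPM in at least 3 libraries, which was chosen after seeing the data.

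In *atfs-1(null)*, between 9743 and 11239 genes passed across the alternatives, and between 9012 and 11650 across the fits that each left out 1 library. The highest was without *atfs-1(null)* replicate 3, and each fit without another library gave fewer than 10664. The chi-square per degree of freedom was 132 and 138 for the pairs of that replicate with replicates 1 and 2, and 23.4 for replicates 1 and 2. Of the 10664 genes, 83.5% to 99.4% were shared. Scaling by library size alone moved the median log2 fold change of all genes by 0.25 and the share of higher genes from 48.1% to 59.8%, and DESeq2 moved the median by 0.10. The count of genes of Supplementary Data 1 that were lower in *atfs-1(null)* lay between 62 and 82 (61 to 88 with a library left out), and that of OXPHOS and TCA cycle genes between 92 and 96 (93 to 96). The mtDNA replication and mitophagy genes higher in *atfs-1(null)* numbered 6 to 7 (5 to 7). The test of the difference gave 7226 to 9349 genes (5725 to 9742). The median of the mitochondrial ribosomal protein family stayed between -0.67 and -0.32 in *atfs-1(null)* (-0.65 to -0.50 with a library left out) and between 0.25 and 0.28 in *atfs-1(et18)* (0.18 to 0.36), past the camera test's threshold in each of these fits.

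The counts in *atfs-1(et18)* depended on single libraries, and on 1 of them in a direction of its own. Without *atfs-1(et18)* replicate 2, 4524 genes changed against 2648 with all libraries, and without any 1 of the other libraries between 833 and 1733 did. The chi-square per degree of freedom between replicates was 115 and 108 for the pairs of replicate 2 with replicates 1 and 3, and 9.54 for replicates 1 and 3. With a library left out, the changed genes ranged from 833 to 4524, the higher genes from 525 to 2727 and the lower genes from 279 to 1797, and 31.2% to 98.1% of the 2648 genes were shared. The genes of Supplementary Data 1 ranged from 37 to 125, protein synthesis from 7 to 51, protein import from 4 to 14, OXPHOS complex assembly from 3 to 21, and mtDNA replication and cardiolipin from 3 to 10. At an unadjusted p under 0.05, 5354 genes changed, 2891 higher and 2463 lower, with 52 protein synthesis genes and 11 mtDNA replication and cardiolipin genes higher. The number of OXPHOS and TCA cycle genes lower in *atfs-1(et18)*, 7, was 11 with all 12 libraries in a single fit and with DESeq2, 13 with the replicate block, 12 with the replicate block and the gene-length trend removed, 14 with library size alone, 3 with no filter beyond 1 count and 27 at an unadjusted p under 0.05, and ranged from 0 to 11 with a library left out. In each of these ranges of counts the highest was that without *atfs-1(et18)* replicate 2, and each fit without another library gave fewer genes than all libraries. For the changes under the other settings, the cause was not tested.

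The log2 fold change of *atfs-1* in *atfs-1(et18)* no longer passed with the replicate block (0.45), with the block and the gene-length trend removed (0.46) or with no filter beyond 1 count (0.43), and was 0.39 to 0.55 with a library left out, where 4 of 6 fits no longer passed, with the highest adjusted p from edgeR over its alternatives at 0.150. That of *nuo-2* in *atfs-1(et18)* passed at an unadjusted p under 0.05 (0.20) and ranged from 0.14 to 0.25 with a library left out, passing the adjusted threshold without *atfs-1(et18)* replicate 2 (0.25). That of *sdha-1* in *atfs-1(et18)*, -0.37, passed in 8 of 11 alternatives, the replicate block and an unadjusted p under 0.05 among them, and in 1 of 6 fits with a library left out. The median percentile of the OXPHOS transcripts was 98.49 with CPM in place of RPKM, 97.49 among genes with at least 1 count in every wild-type library, 98.90 without the *vha* genes and 98.97 in the wild type of experiment 2, each moved by more than the spread between libraries.

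The direction of *acl-3* in *atfs-1(null)*, 0.03, reversed with the gene-length trend removed (-0.0603) and with the replicate block and that trend removed (-0.0816), and ranged from -0.14 to 0.19 with a library left out. The cause was not tested. That of *crls-1*, -0.18, reversed with library size alone (0.0636), a setting that moved the median of all genes by 0.25. For named genes other than *atfs-1* and *nuo-2*, whose values are given above, there were 72 results and 1208 alternative values. Of these values, 1156 kept their direction and side of the threshold, 31 became weaker, 17 stronger and 4 reversed.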

Differences from the paper's values

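In this part no test was run, and the filter of at least 1 CPM in at least 3 libraries was chosen after the result was seen.

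A listed fold change or gene count is given as different here where the values were more than 1.5 times apart, and for a fold change also by more than the SD between replicates, so values within that range need not be equal. Of 49 fold changes listed for named genes, 15 differed in this sense from 2 to the power of the log2 fold change. The conversion by e moved 45 of the 49 by more than the SD between replicates. In *atfs-1(et18)* the paper's listed fold change was 3.99 for *hsp-6* (2.61 here), 5.60 for *tsfm-1* (3.30 here), 5.37 for *mff-2* (3.21 here), 4.02 for *C34C12.8* (2.63 here), 4.02 for *coq-1* (2.62 here) and 4.95 for *stl-1* (3.03 here). In *atfs-1(null)* the paper's value was 0.238 for *tsfm-1* (0.368 here), 12.4 for *fis-1* (5.70 here), 0.259 for *mppa-1* (0.391 here), 25.4 for *gpd-1* (9.40 here), 0.222 for *gas-1* (0.350 here), 4.47 for *sdha-2* (2.82 here), 0.126 for *cytb-5.1* (0.238 here), 11.4 for *vha-18* (5.39 here) and 0.161 for *aco-1* (0.281 here). Of the alternatives set before the data were examined, e to the power of the log2 fold change brought all 15 within that range. Leaving out wild type replicate 1 also did so for *hsp-6* and *C34C12.8*, *atfs-1(et18)* replicate 2 for *hsp-6*, *C34C12.8* and *coq-1*, and wild type replicate 2 or *atfs-1(null)* replicate 3 for *tsfm-1* in *atfs-1(null)* and *mppa-1*. Removing the gene-length trend, with or without the replicate block, brought *tsfm-1* in *atfs-1(null)* and *sdha-2* within it. For *sdha-2*, DESeq2, library size alone, no filter beyond 1 count, and leaving out wild type replicate 2 or *atfs-1(null)* replicate 1 or 2 did so too. The other alternatives did not.

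Of 42 gene counts compared, 10 differed by more than 1.5 times. The paper's Supplementary Data 1 lists 52 mitochondrial protein synthesis genes as higher in *atfs-1(et18)*, and its text gives over 50 for mitochondrial ribosome function, against 33 here at an adjusted p under 0.05. The count was within 1.5 times both values with DESeq2 (35), library size alone (40), without *atfs-1(et18)* replicate 2 (51) and at an unadjusted p under 0.05 (52). For mtDNA replication and cardiolipin the paper lists 11 genes against 7 here, and the count was within 1.5 times with library size alone (9), without *atfs-1(et18)* replicate 2 (10) and at the unadjusted p (11). For OXPHOS and TCA cycle genes lower in *atfs-1(et18)* the paper lists 21, all in Supplementary Data 5. Here it was 7 over the 105 genes of Supplementary Data 4 and 5. That count was within 1.5 times with library size alone (14) and at the unadjusted p (27). Over the 27 genes of Supplementary Data 5 alone, 5 were lower at an adjusted p under 0.05 and 21 at the unadjusted p. The other alternatives gave counts more than 1.5 times apart from these.

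The remaining differences are in counts read from a figure. Protein synthesis genes higher in *atfs-1(et18)* were about 52 in Fig. 2a, read by eye, against 33 here, and were within 1.5 times with DESeq2 (35), library size alone (40) and the unadjusted p (52). Those changed in both strains were about 37 in Fig. 2a, read by eye, against 20 here, and dynamics genes in both were about 4 in Fig. 2a, read by eye, against 2 here, both within 1.5 times only at the unadjusted p (37 and 4). Cardiolipin genes higher in *atfs-1(et18)* were about 6 in Fig. 2a, read by eye, against 3 here, and were within 1.5 times with library size alone (4) and the unadjusted p (6). Mitophagy genes were about 2 in Fig. 2a, read by eye, in *atfs-1(et18)* against 1 here and about 2 in both strains against 0 here (2 at an unadjusted p under 0.05), and both were 2 with DESeq2 and the unadjusted p.

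The paper lists *crls-1* and *nuaf-3* as higher in *atfs-1(et18)* in Supplementary Data 1, and neither passed the adjusted threshold here (log2 fold changes 0.26 and 0.42). Both passed at an unadjusted p under 0.05 and without *atfs-1(et18)* replicate 2, and *crls-1* also with library size alone. It also lists *nuo-2* as higher and, in Supplementary Data 5, *sdha-1* as lower in *atfs-1(et18)*, and neither passed here (0.20 and -0.37). *nuo-2* passed at an unadjusted p under 0.05 and without *atfs-1(et18)* replicate 2. *sdha-1* passed with DESeq2, library size alone, all 12 libraries in one fit, the replicate block, the gene-length trend removed with or without the block, the unadjusted p and without *atfs-1(et18)* replicate 1, and with the filter of at least 1 CPM in at least 3 libraries, which was chosen after seeing the values. None of the 26 listed log fold changes that were compared differed by more than its standard error, or in the first 2 decimals where it had none. With the filter of at least 1 CPM in at least 3 libraries, chosen after seeing the values, the genes tested numbered 14051 in *atfs-1(et18)* and 13800 in *atfs-1(null)*, and neither gene total differed from the paper's by more than 1.5 times.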

Other observations

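The tests of the listed p-values, of the splits for lists and for higher or lower genes, and of the components in this part were chosen only after the result was seen.

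The parts of Supplementary Data 7 and 8 that were read held 1998 and 1997 genes, fewer than the full lists. Their fold changes equal e to the power of the listed log fold change for 100% of these genes in both lists. They equal 2 to that power for 0.501% and 0%. The log2 fold change computed from the counts had a slope of 1 against the listed log fold change, where a natural logarithm would give a slope away from 1. The listed log fold change is consistent with a base of 2, and the listed fold changes with a conversion by e. Among the genes read of Supplementary Data 7, the ranks of the listed p-values had a Spearman correlation of 1.00 with those of the quasi-likelihood test. For Supplementary Data 8 that correlation was 0.304, and the highest over 4 forms of the 2-group test named in its description was 0.250. Neither test therefore gave the order of its p-values among the genes read.

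Splits of the 6 libraries of each comparison were refitted as other groupings. With 3 libraries against 3 there are 10 splits, so the share is never under 0.1. Among the 4 splits that part all same-numbered libraries, 1, the real one, gave a result as large for the changed, higher and lower genes in both strains, for each list of mitochondrial, OXPHOS and TCA cycle genes, and for the median of the mitochondrial ribosomal protein family. The 9 other splits gave 0 genes at an adjusted p under 0.05, and between 9 and 1263 at an unadjusted p under 0.05 in *atfs-1(null)* and between 17 and 1563 in *atfs-1(et18)*. The splits that do not part all pairs set same-numbered libraries on the same side. For the ribosomal protein family the highest absolute median of another split was 0.24 in *atfs-1(et18)*, against 0.27 for the real one, and 0.32 in *atfs-1(null)*, against 0.57.

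The first component of the replicate deviations in the other experiment was regressed out of the log2 fold changes as a test of whether variation between replicates could account for the gene sets. With the component of all 6 libraries, or of the 3 wild-type libraries, removed, the median of the ribosomal protein family in *atfs-1(null)* went from -0.57 to -0.19 or -0.65, that of the genes of Supplementary Data 1 went from -0.49 to -0.116 or -0.53, and that of the OXPHOS and TCA cycle genes went from -0.89 to -0.56 or -0.89. In *atfs-1(et18)* the ribosomal protein family went from 0.27 to 0.0852 or 0.25 and the genes of Supplementary Data 1 went from 0.53 to 0.37 or 0.50. The component of the wild-type libraries brought none of these 5 medians nearer to that of all genes. In *atfs-1(null)* it had a correlation of 0.467 with the log2 fold changes, and its removal moved the X chromosome median from -0.74 to -0.62. Removal of that component therefore did not account for these mitochondrial shifts in *atfs-1(null)*. The component was taken from only 3 libraries, so other variation between replicates, which may include stage, is not excluded. In *atfs-1(et18)* the correlation was 0.0872, so removal of the wild-type component cannot tell. The component of all 6 libraries brought each of the 5 medians nearer. With it removed, the medians in *atfs-1(null)* lay at percentile 0.05 or lower among 10000 random sets matched on mean expression and those in *atfs-1(et18)* at 99.69 or higher. Variation along that component may account for part of the shifts and did not fully explain them. It was carried largely by a single mutant library in each experiment, *atfs-1(et18)* replicate 2 (score 0.755) and *atfs-1(null)* replicate 3 (score -0.741), and was not shown to follow stage.

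The 78 cytosolic ribosomal protein genes (*rpl-* and *rps-*) had a median log2 fold change of -0.41 in *atfs-1(null)*, with 72 lower and 3 higher. The lower genes numbered 43 with DESeq2 and 23 with library size alone, and the median lay between -0.54 and -0.36 relative to all genes across the scalings. In *atfs-1(et18)* the median was -0.24, with 12 lower, or 15 with DESeq2, 31 with library size alone, 20 with the replicate block and 4 with the gene-length trend removed. This family was chosen after its values were seen.

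*pud-3* and *pud-4* on chromosome V were higher in *atfs-1(null)* (log2 fold changes 5.10 and 5.90). In *atfs-1(et18)* *pud-3* was at least 34.3-fold lower and *pud-4* at least 15.0-fold lower, since each had at most 3 counts in every library. Both were chosen after their values were seen.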
